# IFITM proteins drive type 2 T helper cell differentiation and exacerbate allergic airway inflammation

**DOI:** 10.1002/eji.201847692

**Published:** 2018-11-09

**Authors:** Diana C. Yánez, Hemant Sahni, Susan Ross, Anisha Solanki, Ching‐In Lau, Eleftheria Papaioannou, Alessandro Barbarulo, Rebecca Powell, Ulrike C. Lange, David J. Adams, Martino Barenco, Masahiro Ono, Fulvio D'Acquisto, Anna L. Furmanski, Tessa Crompton

**Keywords:** Allergic airway disease, IFN‐γ, Interferon‐inducible transmembrane (IFITM) protein, T helper 1 (Th1), T helper 2 (Th2)

## Abstract

The interferon‐inducible transmembrane (*Ifitm*/*Fragilis*) genes encode homologous proteins that are induced by IFNs. Here, we show that IFITM proteins regulate murine CD4^+^ Th cell differentiation. *Ifitm2* and *Ifitm3* are expressed in wild‐type (WT) CD4^+^ T cells. On activation, *Ifitm3* was downregulated and *Ifitm2* was upregulated. Resting *Ifitm*‐family‐deficient CD4^+^ T cells had higher expression of Th1‐associated genes than WT and purified naive *Ifitm*‐family‐deficient CD4^+^ T cells differentiated more efficiently to Th1, whereas Th2 differentiation was inhibited.

*Ifitm*‐family‐deficient mice, but not *Ifitm3*‐deficient mice, were less susceptible than WT to induction of allergic airways disease, with a weaker Th2 response and less severe disease and lower *Il4* but higher *Ifng* expression and IL‐27 secretion. Thus, the *Ifitm* family is important in adaptive immunity, influencing Th1/Th2 polarization, and Th2 immunopathology.

## Introduction

The family of interferon‐inducible transmembrane (*Ifitm*/*Fragilis*) genes (*Ifitm1*, *2*, *3*, *5*, and *6*) encode homologous proteins that have recently been shown to confer cellular resistance to viruses 1. Their promoters have one or more interferon stimulated response elements (ISRE), which make them responsive to IFNs 2. The IFITM family are also associated with germ cell specification during mouse embryonic development 3, 4, 5, and may play a role in the immune system, as in human cells, early cross‐linking antibody studies suggested that the IFITM1 protein (Leu13) was involved in T‐cell activation 6.

In tissue culture experiments, IFITM proteins enable cells to resist infection by both enveloped and nonenveloped viruses, and several distinct mechanisms have been proposed to explain their ability to increase cellular resistance to different viruses 1, 7, 8, 9, 10, 11.

In vivo studies showed that *Ifitm3* ^–/–^ confers resistance to influenza infection in both humans and mice 12, 13, 14, 15 but the role of IFITM proteins in adaptive immunity per se has not been explored. Here, we investigate the function of the IFITM family in CD4^+^ Th cell differentiation. We show that *Ifitm2* is rapidly upregulated following T‐cell activation, and that IFITM proteins promote Th2 differentiation and inhibit Th1 differentiation in a T‐cell intrinsic manner. In the absence of IFITM proteins, the Th2 response is diminished in allergic airway disease, reducing the severity of disease, but deletion of *Ifitm3* alone does not reduce disease severity. These findings demonstrate an important role for IFITM proteins in adaptive immunity, in the cell‐intrinsic regulation of CD4^+^ Th differentiation and fate.

## Results

### Absence of IFITM proteins favors a Th1 transcriptional profile

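RNA sequencing was carried out on 24 libraries of CD4+ T cells from WT C57BL/6 spleen. The time course had 20 of them: 2 libraries of resting cells and 1 library for each of Th0, Th1 and Th2 cultures at 4, 8, 12, 16, 20 and 24 h after activation with anti-CD3 and anti-CD28. The Th1 cultures also received anti-IL-4 and IL-12, and the Th2 cultures anti-IL-12, anti-IFN-γ and IL-4. The other 4 libraries came from cells stimulated for 16 h and then kept for 0, 1, 2 or 4 h with actinomycin, which stops transcription; their skewing condition is not given. The labels and the legend of Fig. 1A describe purified CD4+ cells, whereas the methods name naive cells. The labels give a higher cell density in culture than the methods, and they list 2 resting libraries where the legend gives 1 dataset per combination. The labels of the resting libraries carry another tag than those of the cultures, so a difference between preparations cannot be told apart from activation. The authors deposited RPKM values per gene symbol; the paper's text names no aligner or genome build for them. The values of many genes were near whole multiples of what 1 read is worth, which gave the number of mapped reads behind each library. This number was between 17512385 and 33017133 over the time course, with medians of 24848218 in Th0, 28323524.5 in Th1 and 22469920.5 in Th2. The resting libraries had 19759081 and 23541816 mapped reads, and the actinomycin libraries between 18052931 and 25735543. The 2 resting libraries differed by more than counting error (chi-square per gene 6.61 over 1514 genes), and the SD of their log2 difference was 0.18 over 10897 genes. Changes were calculated on log2(RPKM + 0.5) for genes with a mean of at least 1 RPKM, which understates the change of low genes. The 3 cultures at a time point served as its libraries, so a difference between skewing conditions is part of the spread. Conditions were compared with the time point as a factor, which compares 3 series of cultures from 1 pool of cells and not biological replicates. With limma, 1152 of 10897 genes changed at least 2-fold between resting cells and 4 h at an adjusted p under 0.05, of which 284 rose and 868 fell. With a mean of at least 5 RPKM required, the number was 646. At 24 h, 1389 genes had risen and 1891 had fallen. The balance of rises and falls depends on the scaling and the filter: under quantile normalization 549 genes rose and 732 fell at 4 h, and at 24 h 1850 rose and 1613 fell. With median-of-ratios scaling 1724 rose and 1621 fell at 24 h, and with a mean of at least 5 RPKM, as deposited, 1246 rose and 1147 fell. Between conditions, 216 of 10737 genes differed for Th2 against Th0, 210 for Th2 against Th1 and 53 for Th1 against Th0.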

To explore a possible function for the IFITM family in CD4^+^ T‐cell activation or differentiation, we first measured expression of the *Ifitm* genes by RNA sequencing from CD4^+^ T cells for a 24 h time course following in vitro activation with anti‐CD3 and anti‐CD28 in Th0/Th1/Th2 skewing‐conditions (GEO: GSE93915; Fig. 1A). This time‐course analysis showed that *Ifitm1* was expressed at low levels throughout the time course in all conditions. 

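Ifitm1 (ENSMUSG00000025491.14) lies on chromosome 7 of GRCm38 from 140967221 to 140969825, and 5.02% of the 50-base windows of its transcripts also occur in transcripts of other genes. Its expression in resting cells was 4.78 ± 0.61 RPKM (SD, n = 2). In the 18 cultures, each sequenced once, it was between 2.6 RPKM, in Th2 at 12 h, and 8.22 RPKM, in Th1 at 8 h. The values of this gene were not whole multiples of 1 step, so no counting error is given for them. The log2 change of Ifitm1 against resting cells was 0.20 at 4 h (standard error 0.32, adjusted p = 0.671, limma) and -0.44 at 24 h (standard error 0.32, adjusted p = 0.235, limma). Under quantile normalization the change of Ifitm1 at 24 h was 0.05.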

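In resting cells, Ifitm3 had 34.3 ± 5.93 RPKM (SD, n = 2), against 16.9 ± 0.0097 RPKM for Ifitm2 (SD, n = 2). The gene Ifitm3 (ENSMUSG00000025492.6) lies on chromosome 7 from 141009586 to 141010770 and has 2 exons, and 10.0% of its 50-base windows occur in transcripts of other genes, Ifitm1 and Ifitm2 among them. The resting libraries had 30.1 RPKM (403 reads, exact Poisson 95% interval 27.2 to 33.2) and 38.5 RPKM (614 reads, 35.5 to 41.6). Intervals cover counting error only. At 4 h, Ifitm3 had 9.81 RPKM in Th0, 12.3 RPKM in Th1 and 12.5 RPKM in Th2, all below both resting libraries. The log2 change of Ifitm3 at 4 h was -1.53 (standard error 0.71, adjusted p = 0.112, limma), which did not pass the threshold. The spread in this fit comes from all time points and includes the differences between the skewing conditions at each of them. With only the libraries of the 2 time points, the adjusted p of the same change was 0.00112, and without the Th2 cultures the change was -1.59 (adjusted p = 0.0229, limma); over all alternatives the adjusted p was between 0.00112 and 0.347. The change of Ifitm3 was -2.40 at 8 h (adjusted p = 0.00974, limma) and -3.23 at 24 h (adjusted p = 0.000828, limma). By 24 h, Ifitm3 had 2.86 RPKM in Th0, 6.4 RPKM in Th1 and 1.67 RPKM in Th2. A list of 20 monocyte and macrophage genes also fell at 4 h (median log2 change -1.81, 19 of 20 lower). Its 5 most abundant genes at rest had a median of -1.20. Loss of such cells therefore cannot be told apart from a change in the T cells for the fall of Ifitm3.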

At the start of the experiment, *Ifitm3* was most highly expressed of the three genes, but it was then rapidly downregulated after 4 h in response to the TCR/CD28 stimulus. In contrast, after an initial downregulation, expression of *Ifitm2* increased to above resting levels, with highest expression overall in Th1 skewing conditions. 

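Ifitm2 (ENSMUSG00000060591.9) lies on chromosome 7 from 140954837 to 140955987 and has 2 exons. Of its 50-base windows, 48.5% also occur in transcripts of Ifitm3 and of several predicted genes, so its values can depend on how shared reads were assigned. At 4 h, Ifitm2 had 8.64 RPKM in Th0, 6.5 RPKM in Th1 and 8.36 RPKM in Th2, a log2 change of -1.08 against resting cells (standard error 0.34, adjusted p = 0.0231, limma). This change of Ifitm2 was -1.0 under median-of-ratios scaling and -0.95 without the Th1 cultures, both under 2-fold. The adjusted p of Ifitm2 at 4 h (limma) was 0.111 without resting replicate 1, 0.108 without resting replicate 2 and 0.0711 without the Th0 cultures, and over all alternatives it was between 0.00355 and 0.111. The lowest values were 6.11 RPKM in Th0 at 8 h, 6.5 RPKM in Th1 at 4 h and 4.64 RPKM in Th2 at 12 h. The resting libraries had 16.95 RPKM (210 reads, exact Poisson 95% interval 14.7 to 19.4) and 16.94 RPKM (250 reads, 14.9 to 19.2). These 2 values lay much closer together than their counting error. At 24 h, Ifitm2 had 21.2 RPKM in Th0 (357 reads, exact Poisson 95% interval 19.1 to 23.5), 29.5 RPKM in Th1 (512 reads, 27.0 to 32.2) and 25.4 RPKM in Th2 (408 reads, 23.0 to 28.0). All 3 libraries were above both resting libraries, but the interval in Th0 overlapped both resting intervals. The log2 change of Ifitm2 at 24 h of 0.56 (standard error 0.34, adjusted p = 0.16, limma) did not pass the threshold. With only the libraries of the 2 time points its adjusted p was 0.0147 (limma; range over the alternatives 0.0147 to 0.303), for the same change under 2-fold. The value in Th1 at 24 h was the highest of Ifitm2 in the time course.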

Expression of all three *Ifitm1–3* genes was lower in the Th2 culture conditions than Th0 and Th1 conditions from 4 h after stimulation onwards, consistent with the fact that they are IFN response genes, and that the Th2 skewing culture conditions include an anti‐IFN‐γ mab. 

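Th2 had the lowest value of the 3 conditions at 4 of 6 time points for Ifitm1, at 4 for Ifitm2 and at 5 for Ifitm3. At 4 h, Ifitm3 had 12.5 RPKM in Th2 and 9.81 RPKM in Th0, and the ratio of Th2 to Th0 was 1.28 (95% interval 1.02 to 1.60 from the reads, counting error only). At 24 h, Ifitm2 was higher in Th2 than in Th0, with a ratio of 1.20 (1.04 to 1.39). The 2 resting libraries, which share a label, had 30.1 and 38.5 RPKM of Ifitm3 and 16.95 and 16.94 RPKM of Ifitm2. For Ifitm3, libraries of the same label therefore also differed beyond counting error. The ratio of 1.28 at 4 h alone does not show an effect of the skewing condition. The ratio of Th2 to Th1 lay below 1 beyond counting error at 5 of 6 time points for Ifitm3 and at 4 for Ifitm2; against Th0 this held at 4 and 3 time points. Across the time points, Ifitm3 had a log2 difference of -1.50 between Th2 and Th1 (standard error 0.26, adjusted p = 0.000975, limma). The difference of Ifitm3 between Th2 and Th0 was -0.83 (standard error 0.26, adjusted p = 0.0275, limma), under 2-fold, and -1.07 without the 4 h time point (adjusted p = 0.00494, limma; range over the alternatives 0.00494 to 0.117). Averaged over the time points, all differences of Ifitm2 and Ifitm1 were under 2-fold, while the ratio of Th2 to Th1 for Ifitm2 was 0.354 at 12 h and 0.436 at 16 h. For Ifitm2, the difference was -0.56 between Th2 and Th1 (adjusted p = 0.0476, limma; range over the alternatives 0.00484 to 0.201, the highest without the 12 h time point) and -0.28 between Th2 and Th0 (adjusted p = 0.238, limma). For Ifitm1, it was -0.56 (adjusted p = 0.0192, limma; range 0.00748 to 0.0973, the highest without the 16 h time point) and -0.36 (adjusted p = 0.0791, limma). A list of 58 interferon-response genes, of which 56 were in the data, had a median log2 difference of -1.53 between Th2 and Th0, and all 56 were lower in Th2. Against Th1 the median was -1.32, with 54 of 56 lower. Both medians lay below those of 10000 random lists matched on expression. Under a pseudocount of 0.1 they were -1.61 and -1.41. The paper proposes that the lower expression in Th2 fits with these genes being interferon response genes and with the antibody to IFN-γ in the Th2 cultures.

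**Figure D1:**
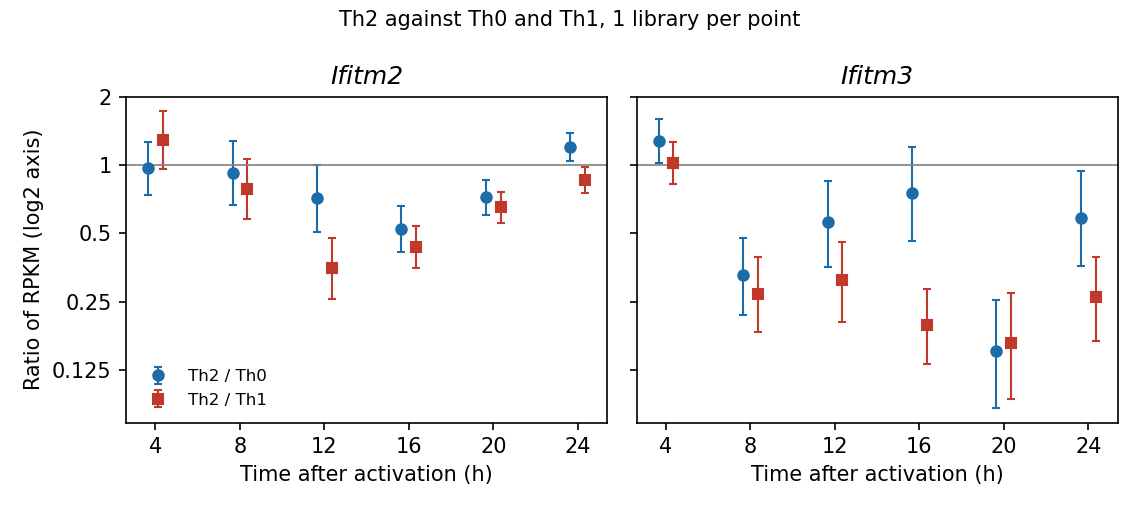
Ratio of RPKM in Th2 to that in Th0 (circles) and Th1 (squares) for Ifitm2 and Ifitm3, on a log2 axis, against the time after activation in h. Each point compares 1 library with 1 library, and the bars are 95% intervals from the reads, which cover counting error only. The ratio of Ifitm3 to Th0 was highest at 4 h (1.28) and lowest at 20 h (0.151). It went down and up between them, with 0.328 at 8 h, 0.559 at 12 h and 0.751 at 16 h, and was 0.585 at 24 h.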

*Ifitm5* was below detection, whereas *Ifitm6* was expressed at very low levels in resting CD4^+^ T cells and rapidly downregulated after 4 h to below detection levels in all culture conditions.

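Ifitm5 (ENSMUSG00000025489.5), on chromosome 7 from 140948958 to 140950291, shares 25.3% of its 50-base windows with a predicted gene. It had 0 reads in 1 resting library and 2 reads (0.12 RPKM) in the other. The highest value of Ifitm5 in the cultures was 0.204 RPKM, from 4 reads in Th1 at 24 h. A count of 0 allows up to 0.214 RPKM of Ifitm5 in the first resting library (3 reads). Ifitm6 (ENSMUSG00000059108.4), on chromosome 7 from 141015699 to 141017924, had 2.81 and 2.04 RPKM in the resting libraries, from 15 and 13 steps of its values. The length behind a step of Ifitm6 was 271 bases, shorter than its annotated transcripts, so a step need not be 1 read. The lengths behind a step of Ifitm2 (627 bases) and Ifitm5 (708 bases) were also below their annotated transcripts (655 and 765 bases). Their steps were taken as reads all the same. At 4 h, Ifitm6 was at 0 in Th0 and Th1 and at 0.188 RPKM, 1 step, in Th2. The highest value of Ifitm6 in the cultures was 0.292 RPKM, from 2 steps in Th0 at 8 h. Only if a step of Ifitm6 is taken as 1 read does a count of 0 allow up to 0.455 RPKM in Th0 at 4 h, below both resting values. Loss of macrophages left among the purified cells cannot be told apart from a change in the T cells for Ifitm6 either.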

**Figure 1:**
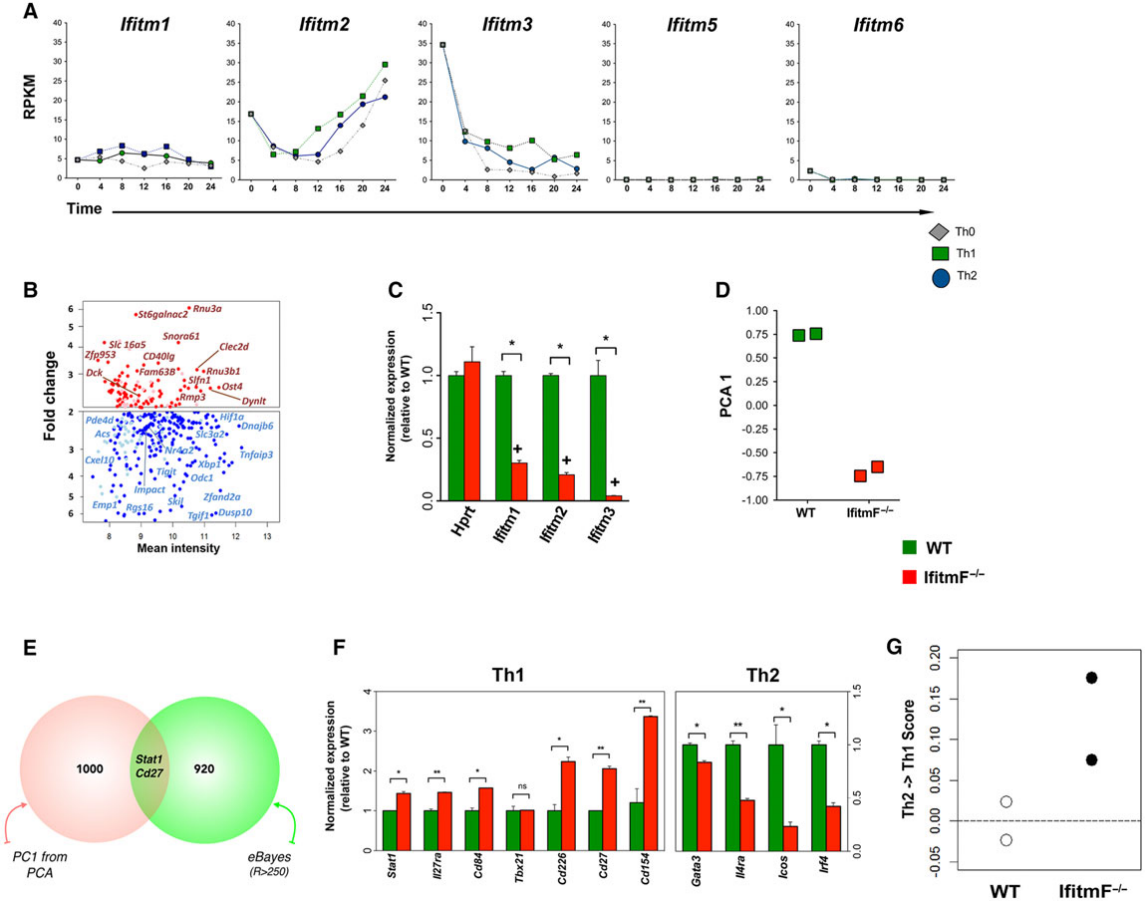
Absence of IFITM proteins biases resting CD4^+^ T cells to a Th1‐like transcriptional profile. (A) RNAseq was carried out on purified CD4^+^ T cells from WT spleen pooled from six mice, activated with anti‐CD3 and anti‐CD28 in skewing conditions, and cells were removed from the cultures for RNA sequencing at 4 h time points after activation. Each different time point and culture conditions combination was sequenced once to generate one dataset. Graphs show expression (RPKM). (B–F) Affymetrix microarray analysis was carried out on purified CD4^+^ T cells from WT and *IfitmF* ^–/–^ spleen. Two datasets were obtained for each genotype from biological replicates and separate purifications. Cells purified from two mice were pooled for each dataset. (B) Scatter plot: The relative change in expression (fold change) of significantly different genes (DEG with *p* < 0.05 by eBayes, FDR adjusted, with a fold change greater than two) in *IfitmF* ^–/–^ compared to WT, plotted against the mean intensity (RMA normalized value, plotted on a log2 scale). Selected genes have been marked on the plot. Red/blue dots represent increased/decreased expression in the *IfitmF* ^–/–^ compared to WT; light red/light blue dots represent probes not annotated to any gene on the Affymetrix 1.0 ST platform. Both the axes are on a log2 scale with the labels in the *y*‐axis representing the nonlogarithmic relative fold changes in KO relative to WT mice. (C) Relative expression (nonlog RMA normalized value, relative to mean of WT) in *IfitmF* ^–/–^ and WT CD4^+^ T cells. (Histograms show mean ± SEM; + represents expression below detection threshold. *p < 0.05 by eBayes, FDR adjusted value. (D) Datasets for WT and *IfitmF* ^–/–^ plotted on PC1. (E) The 1000 genes that contributed most to PC1 were intersected with 920 DEG with a range of at least 250 units (nonlog RMA normalized) to identify genes‐of‐interest, including *Stat1* and *Cd27*. These genes are listed in supporting Information Table 1. (F) Normalized expression (nonlog RMA normalized value, relative to mean of WT) in the *IfitmF* ^–/–^ and WT CD4^+^ T cells of the Th1 (left) and Th2 (right) associated genes listed. (Bar charts show mean ± SEM; *p < 0.05; **p < 0.01, Student's *t*‐test). (G) CCA was used to plot samples on a scale of Th2→Th1 scale. The scale was generated from Affymetrix datasets from in vitro‐skewed Th2 and Th1 cells. On the scale, 0 is the mean value of WT samples; Th1 are positive.

Given the expression patterns of *Ifitm2* and *Ifitm3* in CD4^+^ T‐cells in response to TCR/CD28 ligation, we tested if the IFITM family are involved in CD4^+^ T‐cell activation in vitro, but on anti‐CD3/CD28 stimulation, we found no differences in expression of activation markers or in proliferation between WT CD4^+^ T‐cells and IFITM‐deficient CD4^+^ T cells (from mice in which the entire *Ifitm* gene family had been deleted [*IfitmF* ^–/–^]) (Supporting Information Fig. 1A–D).

Therefore, to investigate further the function of these genes in CD4^+^ T cells, we carried out whole genome transcriptome analysis on purified CD4^+^ T cells from spleen of *IfitmF* ^–/–^ and WT to identify common effects of *Ifitm* genes in resting CD4^+^ T cells (GEO: GSE90494). We identified 920 differentially expressed genes (DEG) between WT and *IfitmF* ^–/–^ (Fig. 1B). As expected, these included the *Ifitm* family members, *Ifitm1*, *Ifitm2*, and *Ifitm3*, which were below detection threshold in the knockout (Fig. 1C).

In order to explore the molecular variability between the two genotypes in an unbiased way, we carried out principal component analysis. The first principal component axis (PC1), which accounted for 52.7% of variability within the dataset, separated the samples by genotype (Fig. 1D). We then identified genes‐of‐interest, by intersecting the 1000 genes that contributed most to PC1 with the 920 DEG (Fig. 1E; Supporting Information Table 1). This intersection included genes for the costimulatory molecule CD27, which can sensitize naïve T cells to Th1 differentiation through interactions with CD70 on APC, and the transcription factor Stat1, which plays an important role in IFN‐γ signal transduction 16, 17 (Fig. 1E). Given that *Cd27* and *Stat1* are both involved in the Th1 response, we examined expression of other genes known to be associated with Th1 or Th2 responses 18. We found significant increase in expression in the *IfitmF* ^–/–^ CD4^+^ T cells compared to WT of Th1‐associated genes such as *Cd84*, *Cd226*, and *Cd154* and also *Il27ra*, which signals for Stat1 activation during early Th1 differentiation 19, 20, 21, whereas there was no difference in expression levels of the master Th1 transcription factor *Tbx21* between genotypes (Fig. 1F). Interestingly, expression of the Th2‐associated genes *Il4ra*, *ICOS*, *Irf4*, and the Th2‐transcription factor *Gata3* were significantly lower in the *IfitmF* ^–/–^ cells (Fig. 1F). Thus, the transcriptome data suggested an overall reduction in expression of Th2‐associated genes and a tendency toward increased expression of Th1‐associated genes in the *IfitmF* ^–/–^ CD4^+^ T cells compared to WT (Fig. 1F).

To test this idea on a wider gene set, we generated a scale of Th2‐to‐Th1 skewedness (Th2→Th1 score) and plotted our datasets against this scale using canonical correspondence analysis (CCA), as previously described 22. The scale was generated from the thousand most DEG (by eBayes) between Th1 and Th2 CD4^+^ T cells in publically available whole genome transcriptome data derived from Th‐skewed cultures (GEO: GSE14308). Interestingly, although the reference data were obtained from T cells that had been cultured for several days in skewing conditions, *IfitmF* ^–/–^ CD4^+^ T cells showed a clear bias toward the Th1 transcriptional profile compared to the WT (Fig. 1G). Thus, these analyses suggested that absence of the IFITM family of proteins predisposed resting CD4^+^ T cells to Th1 differentiation in the spleen.

### IFITM proteins polarize Th differentiation in vitro

Given the function significance of IFITM family deletion on the transcriptome of resting CD4^+^ T cells, we next investigated *Ifitm* expression in FACS‐sorted naïve WT CD4^+^ T cells by RNA sequencing, after anti‐CD3/CD28 activation over a longer 30‐h time course (Fig. 2A). At 30 h after activation, expression of *Ifitm2* was more than tenfold higher than *Ifitm1* and *Ifitm3*. As expected, expressions *Ifitm5* and *Ifitm6* were very low.

**Figure 2:**
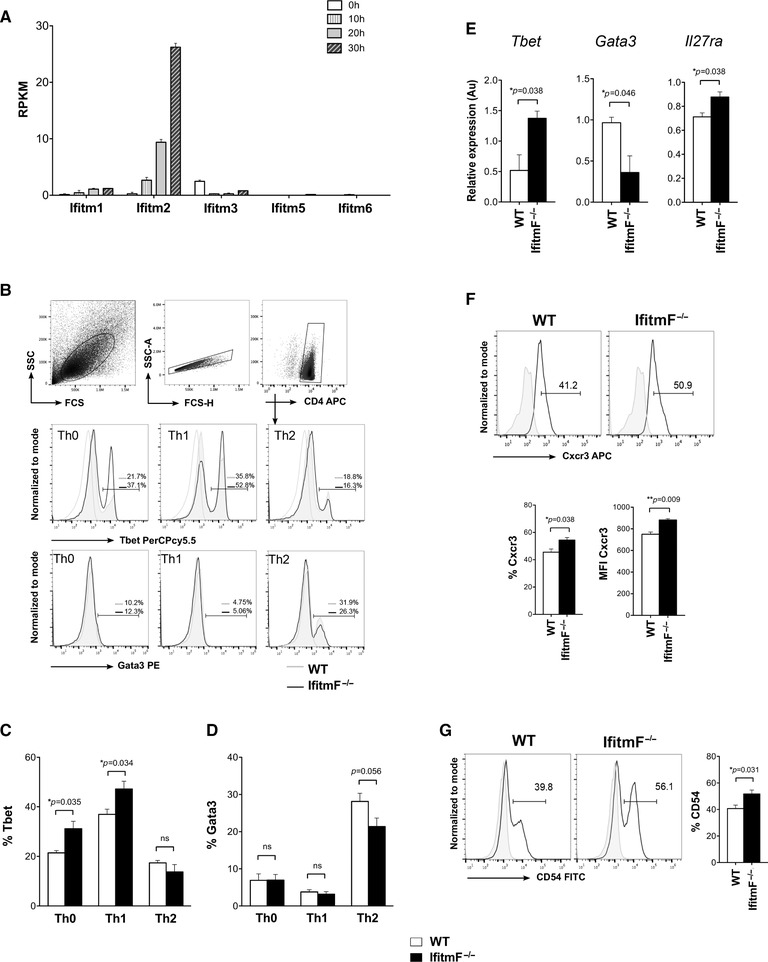
Absence of IFITM proteins biases CD4^+^ T cells to Th1 in vitro. (A) Expression (RPKM) by RNAseq of *Ifitm* genes in naïve CD4^+^ T cells from WT splenocytes, activated with anti‐CD3/CD28. Two independent datasets were obtained for each time point from separate FACS sorts (*n* = 7 WT mice). Data are shown as mean ± SEM. (B) Flow cytometry analysis of intracellular staining of Tbet and Gata3 from WT and *IfitmF* ^–/–^ on purified naïve CD4^+^ T cells cultured for 72 h in Th0, Th1 and Th2 conditions. Dot plots show the gating strategy to identify live CD4^+^ T cells at the end of the culture period. Histograms show the percentage of positive cells in the marker for *IfitmF* ^–/–^ (black line) and WT (grey line). Naïve CD4^+^ T cells were purified and cells from each individual mouse were cultured independently (WT *n* = 4 and *IfitmF* ^–/–^ *n* = 4 mice per experiment). (C) Percentage of Tbet^+^ CD4^+^ T cells cultured in the three different polarizing conditions from WT and *IfitmF* ^–/–^ mice (*n* = 4 mice per group). Data are shown as mean ± SEM and are representative of two independent experiments. (D) Percentage of Gata3^+^ cells in CD4^+^ T cells cultured in the three different conditions from WT and *IfitmF* ^–/–^ mice (*n* = 6 mice per group). Data are shown as mean ± SEM and are representative of two independent experiments. (E) qRT‐PCR after 72 h of culture of purified naïve CD4^+^ T cells for expression of *Tbet* and *Il27ra* in Th1 conditions and *Gata3* in Th2 conditions. Units are arbitrary (Au). Data are shown as mean ± SEM from three independent experiments (*n* = 3 mice for each genotype per experiment). (F) Histograms show cell surface expression of Cxcr3 under Th1 culture conditions for WT and *IfitmF* ^–/–^ CD4^+^ T cells. Bar charts show mean ± SEM percentage of cells in the marker shown, and the MFI of cells in the marker shown from CD4^+^ T cells from WT (*n* = 3 mice) and *IfitmF* ^–/–^ (*n* = 3 mice). Data shown are representative of three independent experiments. (G) (Left) Cell surface expression of CD54 from Th1 cultures of CD4^+^ T cells from WT and *IfitmF* ^–/–^. Data shown are representative of four independent experiments, (right) percentage of CD54^+^ cells gated on CD4^+^ T cells from the cultures from WT (*n* = 4 mice) and *IfitmF* ^–/–^ (*n* = 4 mice). Data shown are representative of two independent experiments. Grey histograms show staining with an isotype control antibody *p < 0.05, Student's *t*‐test.

To test whether the IFITM proteins influence Th differentiation in a T‐cell intrinsic manner, we FACS‐sorted naïve CD4^+^ T cells from *IfitmF* ^–/–^ and WT littermate mice and activated them with anti‐CD3 and anti‐CD28 in the different skewing conditions (Fig. 2B). After 72 h in culture, intracellular Tbet expression was increased in the *IfitmF* ^–/–^ Th0 cultures, compared to WT control, suggesting a cell‐intrinsic bias of naïve CD4^+^ T cells toward Th1 differentiation in the absence of IFITM proteins. In Th1 skewing conditions, the percentage of Tbet^+^ cells was also significantly higher in *IfitmF* ^–/–^ compared to WT CD4^+^ T cells, showing enhanced commitment to the Th1 lineage, whereas there was no difference in Tbet expression under Th2 condition (Fig. 2B–C). In contrast, expression of the Th2‐transcription factor Gata3 was low and equivalent between WT and *IfitmF* ^–/–^ CD4^+^ T cells cultured in Th0 and Th1 conditions, and was lower in *IfitmF* ^–/–^ compared to WT CD4^+^ T cells cultured in Th2 conditions (Fig. 2B and D). Analysis of gene expression by quantitative RT‐PCR (qRT‐PCR) also showed that *Tbx21* (*Tbet*) was more highly expressed in *IfitmF* ^–/–^ Th1 cultures than in WT, whereas expression of *Gata3* was lower in *IfitmF* ^–/–^ Th2 cultures (Fig. 2E). We also observed a modest but significant increase in expression of *Il27ra* in the Th1‐skewed *IfitmF* ^–/–^ cultures compared to WT (Fig. 2E), consistent with the microarray analysis of resting CD4^+^ T‐cells (Fig. 1F). Supporting the Th1 profile, cell surface expression of the Th1 marker, Cxcr3, was increased in Th1‐skewing cultures cells from *IfitmF* ^–/–^ mice compared to WT after 72 h of culture, and likewise there was an increase in cell surface expression of CD54 (Icam1), which on naive CD4^+^ T cells plays an important role in the early stages of Th1 differentiation by regulation of IL‐27 (Fig. 2F–G) 23.

The pattern of cytokine expression confirmed the Th1 bias of the *IfitmF* ^–/–^ deficient CD4^+^ T cells. After 3 days of culture in Th1 conditions, the proportion of CD4^+^ T cells that expressed the key Th1 cytokine IFN‐γ was significantly increased in *IfitmF* ^–/–^ CD4^+^ T cells compared to littermate WT (Fig. 3A), whereas in Th0 conditions, very few cells expressed intracellular IFN‐γ and there was no difference between genotypes (Supporting Information Fig. 1E). In contrast, the percentage of cells that expressed IL‐4 and IL‐13 was reduced in *IfitmF* ^–/–^ CD4^+^ T cells cultured for 3 days in Th2 conditions compared to WT (Fig. 3A).

**Figure 3:**
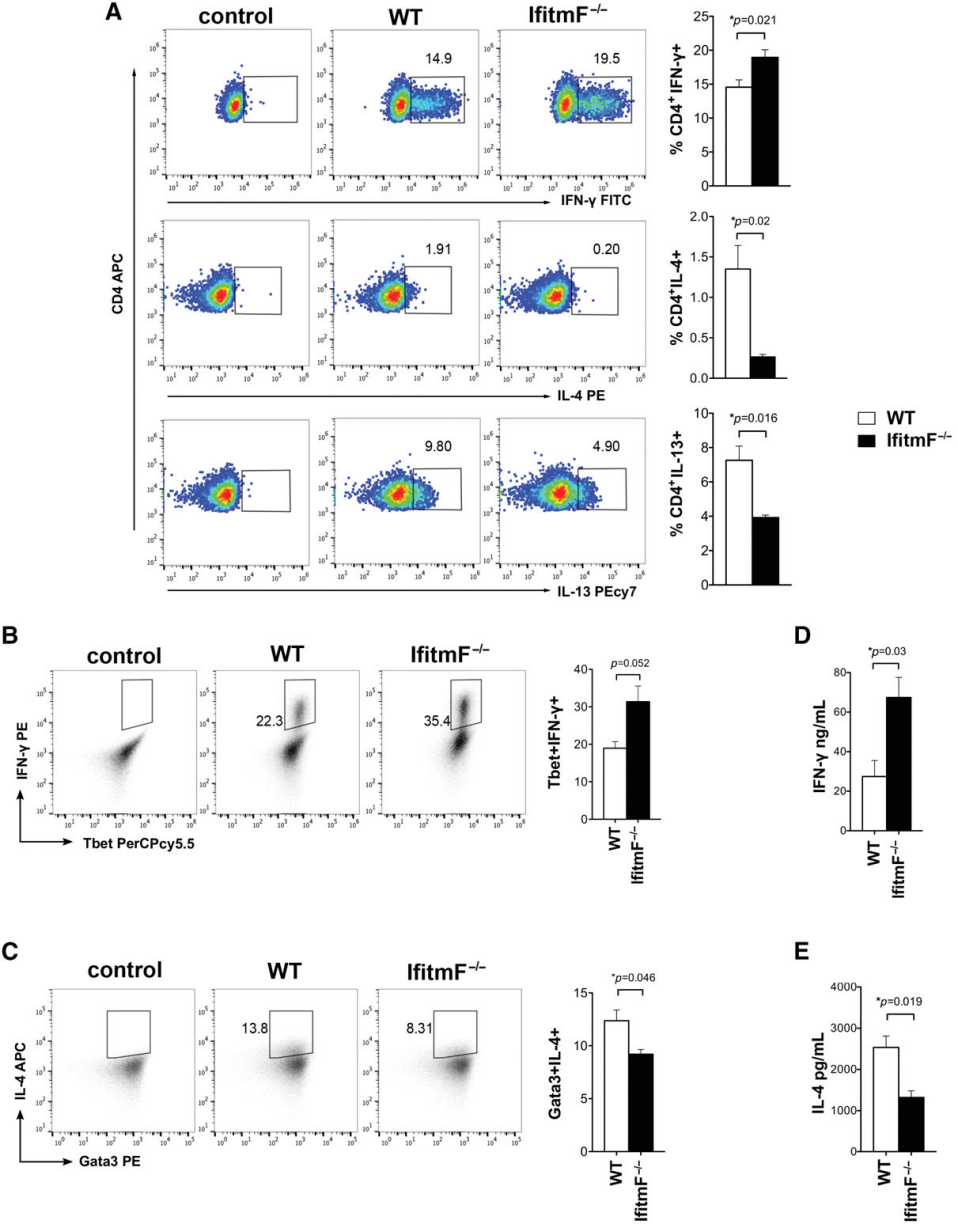
The absence of IFITM proteins promotes Th1 cytokine production and decreases Th2 cytokine production. (A) Purified naïve CD4^+^ T cells from *IfitmF* ^–/–^ and WT mice were cultured in vitro under Th1 and Th2 skewing conditions. Dot plots show the intracellular expression of IFN‐γ under Th1 conditions (above), IL‐4 (middle), and IL‐13 (bottom) under Th2 conditions in CD4^+^ T cells from WT and *IfitmF* ^–/–^ after 72 h of culture. Data shown are representative of three independent experiments. In each case, the control plots show negative control. Bar charts show mean ± SEM percentage of cells that stained positive for each cytokine, for IFN‐γ in *IfitmF* ^–/–^ (*n* = 6 mice) cultures compared to WT (*n* = 5 mice); and for IL‐13 and IL‐4 (*n* = 3 mice per genotype). (B, C) Dot plots, representative of three experiments, show the intracellular expression in CD4^+^ T cells from WT and *IfitmF* ^–/–^ cultured for 6 days and stimulated as described in (A), showing (B) Tbet^+^IFN‐γ^+^ in Th1 conditions and (C) Gata3^+^IL‐4^+^ in Th2 conditions. The control plots show negative control. Bar charts show mean ± SEM. (D) Concentration of IFN‐γ in supernatants from in vitro Th1 cultures after 6 days was measured by ELISA (*n* = 3 mice for each genotype). (E) Concentration of IL‐4 in supernatants from in vitro Th2 cultures after 6 days measured by ELISA. Data are shown as mean ± SEM (*n* = 3 samples) *p < 0.05, Student's *t*‐test.

After 6 days of culture in Th1 conditions, the percentage of Tbet^+^ IFN‐γ^+^ cells was also higher in *IfitmF* ^–/–^ CD4^+^ T cells compared to WT (Fig. 3B), whereas the percentage of Gata3^+^ IL‐4^+^ cells after 6 days of culture in Th2 conditions was lower in *IfitmF* ^–/–^ CD4^+^ T cells compared to WT (Fig. 3C). Measurement of cytokine secretion confirmed these findings, as the concentration of IFN‐γ was increased in supernatants from *IfitmF* ^–/–^ compared to WT cultures after 6 days of culture in Th1 conditions (Fig. 3D), but the concentration of IL‐4 was lower after 6 days of culture in Th2 conditions (Fig. 3E).

Thus, naïve CD4^+^ T cells purified from *IfitmF* ^–/–^ mice showed a cell‐intrinsic bias toward Th1 differentiation, with concomitant repression of Th2 differentiation. These data suggest a negative feedback loop between IFITM proteins and Th1‐differentiation in CD4^+^ T‐cells: *Ifitm* genes are induced by IFN‐γ, but in the absence of IFITMs, IFN‐γ expression and Th1 differentiation are favored.

### Absence of IFITM proteins reduces the Th2 response in a murine asthma model

Th1 cells can inhibit Th2‐induced inflammation in the lung, through production of IFN‐γ 24, 25. Since we found that the absence of IFITM proteins promoted Th1 differentiation, with an increase in IFN‐γ levels, we used a murine model of allergic airways disease to test whether the IFITM family is required for Th2‐induced effector functions in vivo. We used the allergen papain, which is widely used as an asthma model to induce allergic airway inflammation by promoting a Th2 response 26, 27, 28, 29.

After repeated intranasal administration of papain or phosphate‐buffered saline (PBS; Supporting Information Fig. 2A), bronchoalveolar lavage (BAL), lungs, and mediastinal lymph nodes (mLN) were collected from WT and *IfitmF* ^–/–^ mice. As expected, papain sensitization produced robust recruitment of inflammatory cells to the BAL and lungs in both WT and *IfitmF* ^–/–^ mice (Supporting Information Fig. 2B–C). The BAL from *IfitmF* ^–/–^ contained significantly fewer cells than BAL from WT mice and contained significantly fewer eosinophils and myeloid dendritic cells (mDC) than WT after papain challenge (Fig. 4A). The cellular infiltration and number of eosinophils and mast cells isolated from the lungs were also significantly lower in the *IfitmF* ^–/–^ mice than WT, reflecting decreased severity of the inflammatory phase of disease (Fig. 4B). We observed no significant difference in the numbers of neutrophils between the WT and *IfitmF* ^–/–^ lungs (Fig. 4B). Immunohistochemistry of lung tissue showed that the *IfitmF* ^–/–^ lungs also had significantly lower cellular infiltration than WT after papain treatment (Fig. 4C). Periodic acid–Schiff (PAS) staining showed that mucous production was suppressed in *IfitmF* ^–/–^ compared to WT lungs (Fig. 4D).

**Figure 4:**
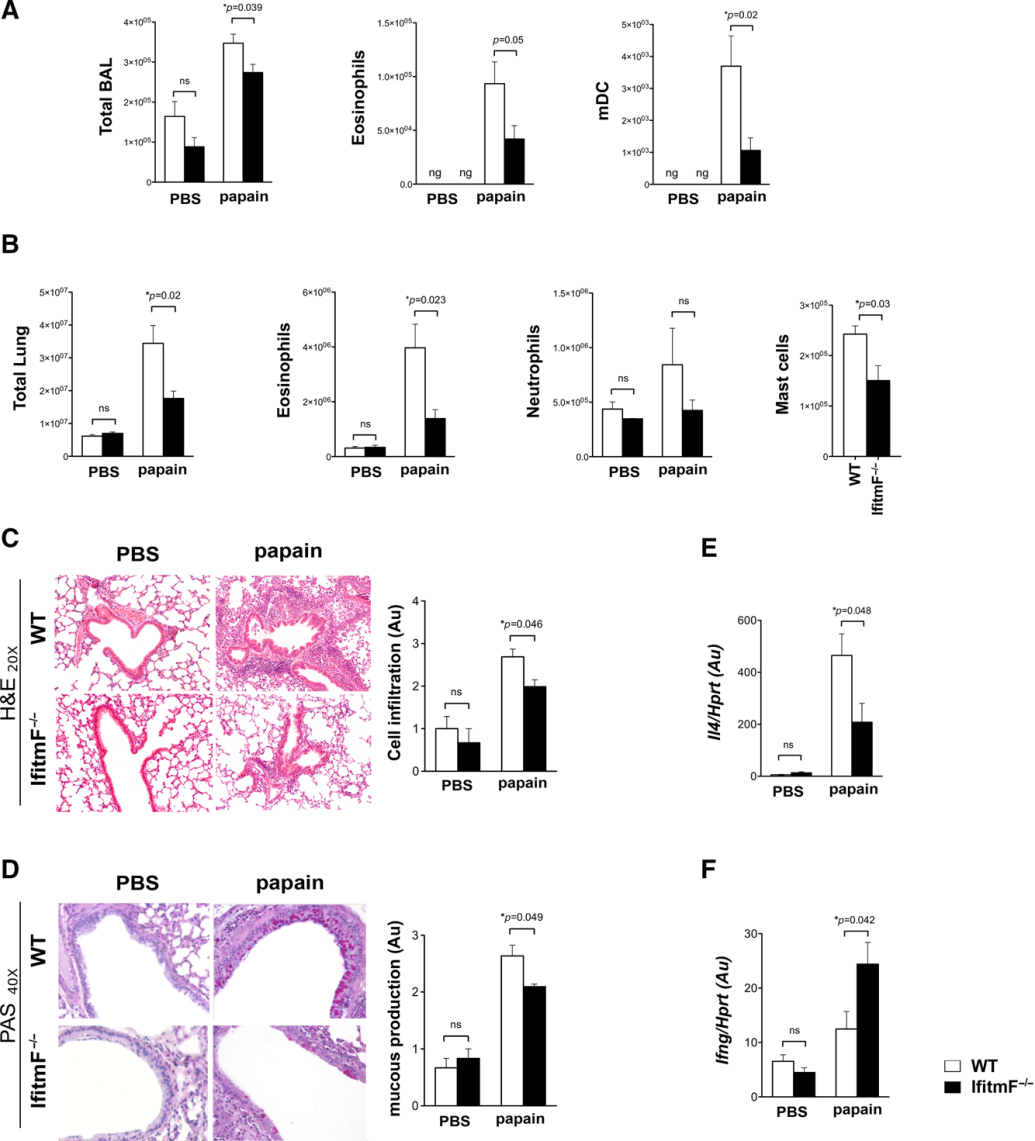
Absence of IFITM proteins decreases Th‐2 immunopathology. WT and *IfitmF* ^–/–^ mice received intranasal challenge with PBS or papain (described in the cartoon in Supporting Information Fig. 2A). (A) Bar charts show the mean ± SEM number of cells in BAL and mean number of eosinophils and mDC in BAL. (B) The mean number of cells recovered from lungs (total lung, left side) and mean number of eosinophils, mast cells, and neutrophils recovered from lung of WT and *IfitmF* ^–/–^ mice. (C, D) Representative examples of cellular infiltration and mucous production in formalin‐fixed paraffin‐embedded lung sections of WT (*n* = 3 mice) and *IfitmF* ^–/–^ (*n* = 3 mice) in PBS and papain conditions. A blind semiquantitative histological assessment was performed to score cellular infiltration by H&E staining and mucous production by PAS staining. (C) H&E staining: 20× magnification; bar chart shows scale of cellular infiltration of airways, from 0 to 4 (arbitrary units). (D) PAS staining: 40× magnification; bar chart shows scale of mucous production, from 0 to 3 (arbitrary units). (E, F) qRT‐PCR for expression of *Il4* (E) and (F) *Infg* in lung in PBS and papain conditions in WT (*n* = 6 mice) and *IfitmF* ^–/–^ (*n* = 6 mice). Au = arbitrary units. Bar charts represent mean ± SEM. Data in (A, B, E, and F) are representative of two independent experiments with five or six mice per genotype. ng, negligible; *p < 0.05, Student's *t*‐test.

Consistent with the induction of allergic airways disease, *Il4* expression in lung was upregulated on papain sensitization (Fig. 4E). Expression of *Il4* mRNA was lower in the homogenized lungs of *IfitmF* ^–/–^ mice compared to WT, after papain challenge, consistent with weaker induction of disease (Fig. 4E). In contrast, *Ifng* expression was not significantly increased in WT lungs on papain sensitization, but was upregulated in *IfitmF* ^–/–^ lungs, and on papain treatment was significantly higher in *IfitmF* ^–/–^ than WT lung (Fig. 4F).

In addition to the decrease in inflammatory cells in *IfitmF* ^–/–^ lungs and BAL compared to WT, we observed a significant decrease in the recruitment of CD4 and CD8 T cells in BAL in *IfitmF* ^–/–^ compared to WT (Fig. 5A). There was a decrease in the percentage of cells that expressed cell surface T1ST2, a marker of activated Th2 cells 30 in mLN from papain‐sensitized *IfitmF* ^–/–^ compared to WT (Fig. 5B). Cell surface CD27 expression was significantly increased on mLN CD4^+^ T cells from papain‐treated *IfitmF* ^–/–^ compared to WT (Fig. 5C), consistent with the higher expression of *Cd27* in resting CD4^+^ T cells from the *IfitmF* ^–/–^ spleen compared to WT (Fig. 1F).

**Figure 5:**
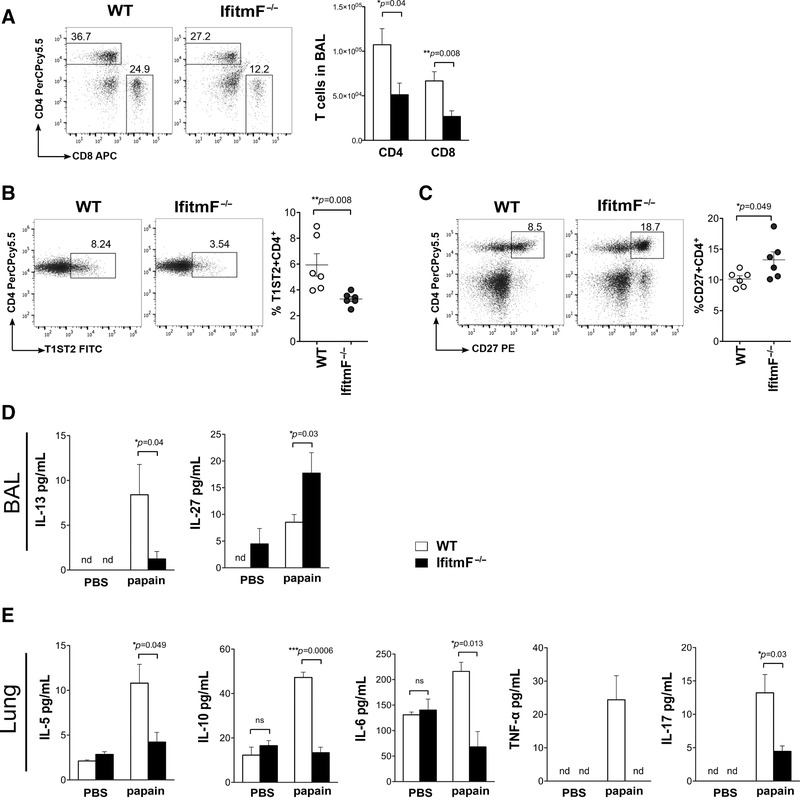
Effect of IFITM deficiency on the Th2 population and cytokine production in the papain asthma model. (A) Flow cytometry analysis of cells from BAL. Bar chart shows mean ±SEM number of CD4 and CD8 T cells in BAL from papain‐treated WT and *IfitmF* ^–/–^. (B) Dot plots show anti‐CD4 and T1ST2 staining, indicating the percentage of T1ST2^+^CD4^+^ T cells in the region shown from papain‐treated WT and *IfitmF* ^–/–^ mLN. Scatter plots show mean ±SEM percentage of T1ST2^+^CD4^+^ positive cells. Each dot represents an individual mouse. (C) Frequencies of cells in the mLN from papain‐treated WT and *IfitmF* ^–/–^. Scatter plots show mean ± SEM percentage of CD27^+^CD4^+^ cells in mLN from papain‐treated WT and *IfitmF* ^–/–^. Each dot represents an individual mouse (*n* = 6 per genotype). (D) Cytokine levels in BAL of PBS versus papain‐treated WT (*n* = 6 mice) and *IfitmF* ^–/–^ mice (*n* = 6 mice). (K) Quantification of inflammatory cytokines in lung homogenates from WT (*n* = 3) and *IfitmF* ^–/–^ (*n* = 3) mice in PBS and papain conditions, error bars ± SEM. (A–C) Data are representative of two independent experiments with five to six mice per group in each. nd, not detectable, *p < 0.05; **p < 0.01; ***p < 0.001, Student's *t*‐test.

We then examined cytokine production on papain treatment. The concentration of the Th2 cytokine IL‐13 was significantly lower in BAL from *IfitmF* ^–/–^ than WT (Fig. 5D). Interestingly, the concentration of IL‐27, which can promote IFN‐γ production through activation of Stat1, was higher in the *IfitmF* ^–/–^ BAL (Fig. 5D). In lung homogenates, the Th2 cytokines, IL‐5, IL‐10, and IL‐6 were lower in *IfitmF* ^–/–^ than WT (Fig. 5E). In addition, there were lower concentrations of proinflammatory cytokines TNF‐α and IL‐17 in *IfitmF* ^–/–^ lungs compared to WT after papain treatment (Fig. 5E). Thus, absence of the IFITM family reduced the Th2‐inflammatory effect in allergic airway disease.

### Ifitm3 deletion does not reduce the Th2 response

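In the libraries of the 24 h time course of Fig. 1A, Ifitm2 and Ifitm3 each had a higher value in Th1 than in Th0 at 5 of 6 time points, Ifitm2 being lower in Th1 at 4 h and Ifitm3 at 20 h. The excess was beyond counting error at 3 time points for Ifitm2 and at 4 for Ifitm3. For Ifitm3, the resting libraries also differed beyond counting error, so counting error is not the full spread between libraries. The ratio of Th1 to Th0 at 4 h for Ifitm2 was 0.752 (95% interval 0.570 to 0.990), below 1 beyond counting error, and at 20 h for Ifitm3 it was 0.919 (0.681 to 1.24). Over the 6 time points, the log2 difference between Th1 and Th0 was 0.28 for Ifitm2 (standard error 0.17, adjusted p = 0.447, limma) and 0.67 for Ifitm3 (standard error 0.26, adjusted p = 0.225, limma), neither past the threshold. Under the alternatives these differences stayed positive, between 0.14 and 0.46 for Ifitm2 and between 0.46 and 0.86 for Ifitm3.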

As both *Ifitm2* and *Ifitm3* are regulated by TCR/CD28 ligation and are more highly expressed in Th1‐skewing conditions than neutral or Th2‐skewing conditions (Figs. 1A and 2A), it is possible that it is the absence of either *Ifitm2* or *Ifitm3* that influences Th1/2 differentiation in the *IfitmF* ^–/–^ mice.

We therefore assessed expression of Th1‐associated genes that we had identified to be differentially expressed in CD4^+^ T cells from *IfitmF* ^–/–^ spleen, in CD4^+^ T cells isolated from *Ifitm3* ^–/–^ and WT spleen. We found no significant differences in expression of *Stat1*, *Cd84*, or *Cd27* between *Ifitm3* ^–/–^ and WT CD4^+^ T cells purified fresh from the spleen (Fig. 6A) or cultured in skewing conditions after 72 h (Fig. 6B–D). Likewise, there was no significant difference in the proportion of *Ifitm3* ^–/–^ CD4^+^ T cells that stained positive with intracellular anti‐Tbet and anti‐IFN‐γ after 72‐h activation of purified naive CD4^+^ T cells in Th1 skewing conditions, compared to WT counterparts (Fig. 6E and F). This experiment together with the gene expression studies suggests that deletion of *Ifitm3* alone does not predispose CD4^+^ T cells to Th1 differentiation. To confirm this in vivo, we induced allergic airways disease by intranasal papain administration, and monitored cell infiltration into the lungs and BAL. There were no significant differences in the numbers of eosinophils, DC, and neutrophils in the BAL and lung. In contrast to the papain‐treated *IfitmF* ^–/–^ mice, we did, however, find a significant reduction in the number of macrophages in the *Ifitm3* ^–/–^ BAL and of macrophages and neutrophils in the papain‐treated *Ifitm3* ^–/–^ lung compared to WT (Fig. 6G–H). Finally, there were not significant differences in the number of T cells (Fig. 6I–K) or in the number of CD4^+^T1ST2^+^ cells (Fig. 6L) in BAL, lung, or mLN. Overall, we found no evidence for Th1 bias in *Ifitm3* ^–/–^ mice, whereas deletion of the *Ifitm* family reduced induction of allergic airways disease and the Th2 response.

**Figure 6:**
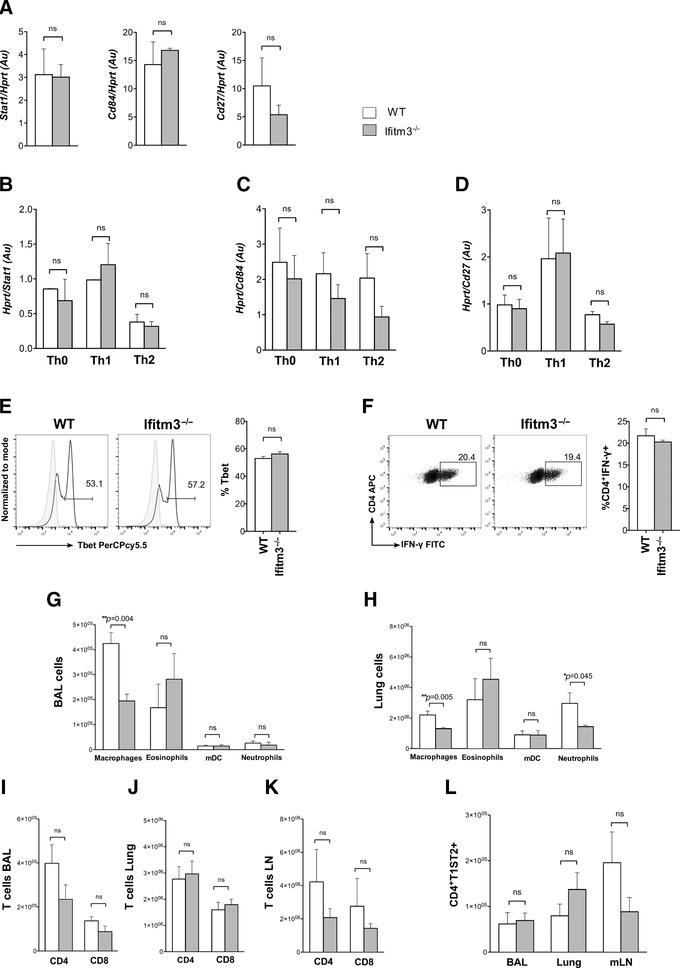
Effect of IFITM3 on CD4^+^ T cell differentiation. (A–D) Relative expression of *Stat1*, *Cd84*, and *Cd27* were measured by qRT‐PCR of purified CD4^+^ T cells in (A) resting conditions and (B–D) in CD4^+^ T cells cultured for 72 h in skewing conditions of WT and *Ifitm3* ^–/–^ mice. Bar charts show mean expression ± SEM, relative to *Hprt*, units are arbitrary (Au). The bar charts show mean from three separate experiments carried out with biological replicates. (E) Histogram shows intracellular Tbet protein expression in WT and *Ifitm3* ^–/–^ naïve CD4^+^ T cells in Th1 skewing conditions cultured for 72 h from a representative experiment of 3, for WT (*n* = 3 mice) and *Ifitm3* ^–/–^ (*n* = 3 mice). Bar charts show mean ± SEM percentage of cells that stained positive for Tbet in WT and *IfitmF* ^–/–^. (F) Dot plots show intracellular IFN‐γ expression in purified naïve CD4^+^ T cells from *Ifitm3* ^–/–^ and WT under Th1 conditions for 72 h from a representative experiment of WT (*n* = 3 mice) and *Ifitm3* ^–/–^ (*n* = 3 mice). Bar chart shows mean percentage of CD4^+^IFN‐γ^+^ cells. (G–L) WT (*n* = 4) and *Ifitm3* ^–/–^ (*n* = 4) mice underwent intranasal challenge with papain and PBS. (E and F) Bar charts show the mean ± SEM number of cells in BAL and lungs: macrophages (CD11b^low^CD11c^+^FSC^int^SSC^int^); eosinophils (CD11b^+^SiglecF^+^FSC^low^SSC^int^); mDC (Gr1^−^CD317^−^CD11b^+^CD11c^+^) and neutrophils (CD11b^hi^CD11c^−^Ly6g^+^ FSC^low^SSC^low^). Bar charts show cell number of CD4, and CD8 T cells in (I) BAL, (J) lungs, (K) mLN in WT, and *Ifitm3* ^–/–^ mice. (L) Quantification of T1ST2 in CD4^+^ T cells from BAL, lung, and mLN. Error bars ± SEM.

## Discussion

Here, we show that deletion of the *Ifitm* family biases CD4^+^ Th differentiation to Th1 and reduces the severity of allergic airways disease in a murine model of allergic asthma. Much recent research on IFITM proteins has focused on their role in cellular resistance to viral infections, but their function in CD4^+^ T cells during the adaptive immune response is less well understood.

We showed that *Ifitm1*, *2*, and *3* are expressed in peripheral T cells, and that expression of *Ifitm2* and *Ifitm3* are differentially regulated by TCR/CD28 ligation, with rapid downregulation of *Ifitm3* but upregulation of *Ifitm2*. In mice deficient in the *Ifitm* family, resting CD4^+^ T cells had a transcriptional signature closer to that of Th1 cells than WT, and sorted naïve CD4^+^ T cells were polarized toward Th1 differentiation in a cell‐autonomous manner when cultured in vitro in Th‐neutral and Th1 skewing conditions. IFN‐γ production was increased in vitro and on induction of allergic airways disease, whereas Th2 responses were reduced. Thus, the IFITM family seems to provide a negative feedback loop on Th1 differentiation in CD4^+^ T cells, as they are IFN‐inducible proteins, which function to limit Th1 differentiation.

Taken together, our experiments suggest that one or more of the IFITM family of proteins act as negative regulators of Th1 differentiation and influence Th1/Th2 polarization. As the RNA‐sequencing data showed that *Ifitm2* expression increased in CD4^+^ T cells during the first 30 h following activation, whereas *Ifitm3* expression was rapidly downregulated, IFITM2 is the most likely candidate. In support of this, we found no impact of *Ifitm3* deficiency alone on IFN‐γ production or Th1 differentiation, and on induction of allergic airways disease; there was no significant impact of *Ifitm3* deficiency on Th2 effector populations or on eosinophil or mast cell infiltration of the lung. Therefore, these experiments also indicate that *Ifitm2* is most likely the key family member that is required for Th2 differentiation and inhibition of Th1 differentiation, although we cannot exclude a synergistic or additive effect between IFITM proteins.

Genome‐wide transcriptome analysis on purified CD4^+^ T cells from the spleen of the *IfitmF* ^–/–^ and WT revealed insights into causes of the enhanced Th1 response. Amongst DEG, we found the Th1 transcription factor *Stat1*, which was significantly higher in the *IfitmF* ^–/–^, as was transcription of other Th1‐associated genes, such as *Il27ra* (WSX‐1, Gp130), *Cd27*, and *Cd84*. Interestingly, we detected no difference in *Tbx21* (*Tbet*) transcription in resting CD4^+^ T cells, but Tbet expression was increased on activation in *IfitmF* ^–/–^ CD4^+^ T cells compared to WT. As IFITM proteins are transmembrane proteins that are found in intracellular and plasma membranes, the way in which their deletion has such a profound influence on the pattern of transcription is not immediately clear. However, membrane fusion studies have suggested that IFITM proteins block early steps of viral replication by influencing the molecular order of membranes and membrane fluidity 11. Interestingly, plasma membrane lipid order may also be an important factor that influences Th differentiation. High membrane order is related to Th2 differentiation, with higher production of IL‐4, whereas intermediate membrane order is present in Th1 cells secreting IFN‐γ^31^.

The absence of IFITM proteins may have a protective role in allergic diseases, such as asthma, by inhibition of the Th2 response, decreasing the severity of the inflammatory process. Several reports support the protective role of IFN‐γ in airway inflammation. IFN‐γ can inhibit Th2 cytokine effects in the airway and reduces production of eosinophils and mucus overproduction 24, 25. We found that the absence of IFITM family increased the level of *Ifng* in the lung, reduced cellular infiltration and Th2 cytokines, and attenuated inflammatory cytokine production.

In addition to its effect on Th1 differentiation, IL‐27 can play an anti‐inflammatory role in CD4^+^ T cells and is important in diseases induced by Th2 or Th17 cells 32, 33. IL‐27 can suppress the production of many different cytokines including IL‐4, IL‐5, IL‐13, IL‐2, IL‐6, IL‐10, TNF‐α, and IL‐17 34. Interestingly, although IL‐27 production was increased in the *IfitmF* ^–/–^ mice compared to WT in our asthma experiments, levels of *Il4*, IL‐5, IL‐13, IL‐6, IL‐10, IL17, and TNF‐α were all decreased.

Genome‐wide association studies (GWAS) have indicated that the Hedgehog (Hh) signaling pathway plays a role in allergic asthma 35, 36, 37, 38 and experimental mouse asthma studies have shown that increased Hh signaling to T cells and eosinophils exacerbates the disease 39, 40. Consistent with the reduction in allergic airways disease observed in the *IfitmF*‐deficient mice, both *Ifitm2* and *Ifitm3* are Hh‐target genes in CD4^+^ T cells 22. In the future, it will be interesting to dissect the interactions between Hh pathway activation and IFITM function in asthma.

Many studies have shown that the IFITM family provides cellular resistance to viral infection in vitro, and GWAS identified *IFITM3* as a resistance gene for influenza in humans 13, 41. However, we show here that deletion of IFITM proteins reduces the severity of Th2 inflammation in a mouse asthma model, suggesting an evolutionary balance between conferring cellular viral resistance and susceptibility to allergic disease. This study demonstrates that the IFITM family of proteins should be viewed not only as essential proteins for cellular resistance to viral infection but also as important regulators of CD4^+^ Th cell differentiation and function.

## Materials and methods

### Mice

*Ifitm*‐*family*‐deficient (*IfitmF* ^–/–^) and *Ifitm3*‐deficient (*Ifitm3* ^–/–^) mice were as described on a C57BL/6 background 2. Mice were bred and maintained at UCL. All mice studies were reviewed and approved by the British Home Office.

### Flow cytometry

Cells were stained as described 42 using antibodies from eBioscience or MD Biosciences and analyzed on a C6 Accuri flow cytometer (BD, Switzerland). Live cells were gated according to FSC/SSC profiles (as illustrated in Fig. 2B). For intracellular cytokine staining, cells were stimulated with PMA (50 ng/mL; Sigma, Sigma‐Aldrich, USA), Ionomycin (1 μg/mL; Sigma), and BrefeldinA (eBioscience) incubated in RPMI at 37°C for 4 h. Then, cells were fixed (Cytofix) and permeabilized (Bioscience) to carry out the intracellular staining for IFN‐γ, IL‐4, and IL‐13. Anti‐Tbet and anti‐Gata3 were staining as described 39 after fixation and permeabilization (antibodies/protein: eBioscience San Diego, CA, USA).

### Cell cultures

For activation, splenocytes at 5 × 10^6^ cells/mL were cultured in AIM‐V medium (Invitrogen, USA) with 10–5 M β‐mercaptoethanol and anti‐CD3/anti‐CD28 (BD Pharmingen, USA) at 0.01 μg/mL each. Cells were harvested at 4 and 20 h for analysis CD69 and CD25. Carboxyfluorescein diacetate succinimidyl ester (CFSE) labeling was carried out on splenocytes as previously described 22, then cells stimulated with anti‐CD3 and anti‐CD28 antibodies at 0.01 μg/mL and analyzed after 72 h.

For in vitro Th skewing experiments, splenocytes were treated with RBC lysis buffer before CD4^+^ T cells and pooled lymph nodes were purified by magnetic bead separation (EasySep CD4^+^ cell negative selection before [StemCell Tech, France]). To obtain naïve cells, CD4 T cells were stained with anti‐CD4^APCcy7^, anti‐CD25^PE^, anti‐CD44^PerCPcy5.5^, anti‐CD62L^BV421^, and sorted using FACSAria III. Cells were cultured in complete RPMI at a concentration of 1 × 10^6^ cells/mL in 96‐well plates coated with anti‐CD3ε at 5 μg/mL at 37°C and 5% CO^2^. All the cytokines and antibodies added were supplied by eBioscience (San Diego, CA, USA): Th0: anti‐CD28 (1 μg/mL), Th1: anti‐CD28 (1 μg/mL), anti‐IL‐4 (5 μg/mL), and rmIL‐12 (10 ng/mL); Th2: anti‐CD28 (1 μg/mL), anti‐IL‐12 (5 μg/mL), anti‐IFN‐γ (5 μg/mL), and rmIL‐4 (20 ng/mL). Cells were removed from activation after 3 days and expanded in rIL‐2 (20 ng/mL) for three more days in presence of specific recombinants.

### In vivo papain immunization and cell isolation from airway and lung

Mice were exposed to 25 μg/mL of papain protease (Sigma) in PBS or control 25 μL PBS in two doses (Supporting Information Fig. 2A). The solution was applied drop wise to the nose while mice were under isoflurane‐induced aaesthesia. BAL were collected by cannulating the trachea and lavaging the lungs four times with 1.0 mL of PBS + 0.01% EDTA. The BAL cells were pelleted, washed, and counted for further analysis. BAL supernatants were stored for cytokine analysis. Lung tissue was mechanically chopped and incubated al 37°C for 30 min in DMEM medium containing DNAse 0.5 mg/mL and Liberase 250 μg/mL (Roche, Basel, Switzerland). Cells were prepared for RNA extraction, flow cytometry analysis, or mechanically homogenized to obtain whole lung supernatants for cytokine analysis.

Lung lobes were isolated and fixed in phosphate‐buffered formalin (4% v/v) and sectioned for H&E and PAS staining performed by Histopathology, Great Ormond Street Hospital. Semiquantitative histological assessment was performed blind by two independent observers to score for cellular infiltration of the airways and mucous production. H&E staining was scored for cellular infiltration: 0, normal aspect; 1, mild infiltration around the airway; 2, moderate infiltration around the airway; 3, strong infiltration around the airway; and 4, severe infiltration around the airway and extravasation, majority of airway involved. PAS staining was scored for mucous production: 0–1, minimal; 1–2, moderate; and 2–3, severe. Pictures were photographed by Zeiss AxioCam digital camera with Zeiss Axioplan (NDU) Microscope, 20× Objective lens (Plan‐Neofluar/0.5NA) and 40× Objective lens (Plan‐Neofluar/0.75NA) and acquired by software AxioVision v4.8 (Zeiss) and analyzed using ImageJ software.

### Enzyme‐linked immunosorbent assay

IFN‐γ, IL‐4, IL‐13, and IL‐27 cytokines were measured by Ready‐Set‐Go! Kits (eBioscience), according to the manufacturer's instructions. IL‐6, IL‐17, IL‐5, IL‐10, and TNF‐α were measured by Firefly multiplex immunoassay mouse kit (Abcam, Cambridge, UK) following manufacturer's instructions.

### Quantitative reverse transcriptase polymerase chain reaction

RNA was extracted using Absolutely RNA miniprep kit (Agilent) or the PicoPure kit (Applied Biosystems, USA). cDNA was synthesized using High Capacity cDNA reverse transcription kit (Applied Biosystems). cDNA samples were analyzed on the iCycler (Bio‐Rad Laboratories, Hercules, CA, USA) using SYBR Green Supermix (Bio‐Rad) following manufacturer's guidelines. RNA levels obtained from each sample were measured relative to the housekeeping gene *Hprt*, as described 42. Primers were purchased from Quantitec (Qiagen, Venlo, Netherlands).

### Microarray and RNA‐sequencing data analysis

For microarray, RNA was extracted using the PicoPure RNA Isolation Kit (Applied Biosystems) according to the manufacturer's instructions from CD4^+^ T‐cells. Microarrays were performed by UCL Genomics on the Affymetrix Mouse Gene 1.0 ST Platform (GPL6246) using standard Ambion (Invitrogen, USA) chemistry as described 43. Data were analyzed as described 43, using univariate hypothesis testing by empirical‐Bayes moderated *t*‐statistics, followed by removal of false positives by the false discovery rate (FDR) method to identify DEG with fold change greater than two, which were then filtered for those with a minimum range of at least 250 units (RMA normalized nonlog value) to identify 920 DEG. CCA was carried out as previously described 39, 44, 45. We used the CCA function of the CRAN package library "vegan" for the calculations. All microarrays are publically available (GEO: GSE90494).

For RNA sequencing, naive CD4^+^ T cells from WT spleen were cultured in skewing conditions and RNA extracted as described above. RNAseq was carried out as described 46 in Th0‐, Th1‐, and Th2‐activated CD4^+^ T cells at 4‐h time points during 24 h after activation. RNA was sequenced by UCL Genomics on the Illumina Next Seq 500. Transcript expression was determined in reads Reads Per Kilobase of transcript per Million mapped reads (RPKM). The sequenced data are publically available (GEO: GSE93915).

### Statistics

Unpaired two‐tailed student's *t* test was used for statistical analysis and probabilities considered significant if *p* < 0.05(*), *p* < 0.01(**), and *p* < 0.001(***).

## Conflict of interest

The authors declare no financial or commercial conflict of interest.

**Abbreviations**
BAL: bronchoalveolar lavage
CCA: canonical correspondence analysis
DEG: differentially expressed gene
Hh: Hedgehog
IFITM: IFN‐inducible transmembrane
mLN: mediastinal lymph nodes
mDC: myeloid dendritic cell
PAS: periodic acid–Schiff

## Supporting information

Peer review correspondence Click here for additional data file.

Supplementary Table 1: Genes of interest from intersection of DEG with 1000 genes that contributed most to PC1
Supplementary Figure 1. *Ifitm* family in peripheral T cells
Supplementary Figure 2. Cellular infiltration after papain sensitization Click here for additional data file.

# Supplementary material for: IFITM proteins drive type 2 T helper cell differentiation and exacerbate allergic airway inflammation
**Source:** Eur J Immunol. 2018 Nov 9;49(1):66–78. doi: 10.1002/eji.201847692
**Supplement:** Supplementary file 2 — Supplementary Table 1: Genes of interest from intersection of DEG with 1000 genes that contributed most to PC1 Supplementary Figure 1. Ifitm family in peripheral T cells Supplementary Figure 2. Cellular infiltration after papain sensitization

# European Journal of Immunology

## Supporting Information for

**DOI 10.1002/eji.201847692**

Diana C. Yáñez, Hemant Sahni, Susan Ross, Anisha Solanki, Ching-In Lau, Eleftheria Papaioannou, Alessandro Barbarulo, Rebecca Powell, Ulrike C. Lange, David J. Adams, Martino Barenco, Masahiro Ono, Fulvio D'Acquisto, Anna L. Furmanski and Tessa Crompton

**IFITM proteins drive type 2 T helper cell differentiation and exacerbate allergic airway inflammation**

|               |             |         |         |              |
|---------------|-------------|---------|---------|--------------|
| Tmem71        | Athl1       | Morc3   | Ndufc2  | Arhgap4      |
| Entpd4        | <b>Cd27</b> | Cnot3   | Snord68 | Tmem209      |
| Snca          | Dennd2d     | Airn    | Atf7ip  | Rps24        |
| Pde6d         | Apobec3     | Ap3m1   | Zfp831  | Psmb3        |
| Trim33        | Zfp429      | Samd9l  | Calcr1  | Clic1        |
| Slc16a5       | Ms4a6b      | Cab39l  | Rab37   | Hdac1        |
| Usp18         | Klhl20      | Rbl2    | Stra13  | <b>Stat1</b> |
| Fam78a        | Tespa1      | Nop10   | Fkbp3   | Il2ra        |
| Tbxa2r        | Uppt        | Gm6907  | Trim59  | Trmt112      |
| Pot1a         | Ccdc53      | Tspo    | Cnot4   | Ddx58        |
| Slfn1         | Nab2        | Dpy30   | Taf1d   | Fam48a       |
| Ska2          | Snord47     | Pigp    | Mapk3   | Cox7b        |
| Nfe2l2        | Dhrs11      | Mcee    | Add3    | Dennd2d      |
| Trav14-1      | Zfml        | Tgtp1   | Ppp3cb  | Glr2         |
| AI467606      | Midn        | Ndufb4  | Arhgap9 | Akt3         |
| Ms4a4b        | Fdft1       | Herc6   | Zfp141  | Idnk         |
| D14Ert449e    | Gpx4        | Trim56  | Cd3d    | S100a11      |
| Ttc13         | Ifit3       | Papola  | Eif1b   | Nlk          |
| I110038D17Rik | Mudeng      | Chmp5   | S1pr4   | Vps25        |
| H2-T24        | Casp6       | Ndufs4  | Larp4b  | AY036118     |
| Orc5          | Tmc8        | Gimap8  | Vps35   | Eif4ebp2     |
| Klhdc5        | Themis      | Prkd2   | Cd3g    | Ehd3         |
| Lfng          | Lpar6       | Apbb1ip | Exosc8  | Ndufv2       |
| Golph3l       | Rps27a      | Gm10136 | Setx    | Smek2        |
| LOC100044193  | Irgm2       | Ift80   | Mcmmbp  | Rps7         |
| Ost4          | Papolg      | Psmb9   | Psmel   | Adnp         |
| Zfp273        | A2ld1       | Psm5    | Phf12   | Bcl11b       |
| Clec2d        | Lims1       | Rps27l  | Marf1   | Rasgrp1      |
| Rpp38         | Casp8       | Comm3   | Uqcrh   | Psmb3        |
| Pcmtd2        | Ube3a       | Cpne1   | Pank2   | Spcs1        |
| Tspan32       | Tmem173     | Twf2    | Timm8b  | Prl14l       |
| Mina          | Ifi47       | Rnf38   | Kbtbd11 | Pydc3        |
| Tbc1d10c      | Zfp386      | Gimap4  | Ift20   | Flt3l        |
| Senp7         | Cdkn2aipnl  | Acsl    | Ubl7    | Mkl1         |
| Zfp217        | Rbl1        | Psenen  | Ikbfl   | Trp53        |

**Supplementary Table 1: Genes of interest from intersection of DEG with 1000 genes that contributed most to PC1**

The intersection of the top 1000 genes contributing to differences on PC1. The list included 175 genes that are involved in various biological processes. Genes in bold are known to be part of the Th1 differentiation pathway.

# Supplementary Figure 1

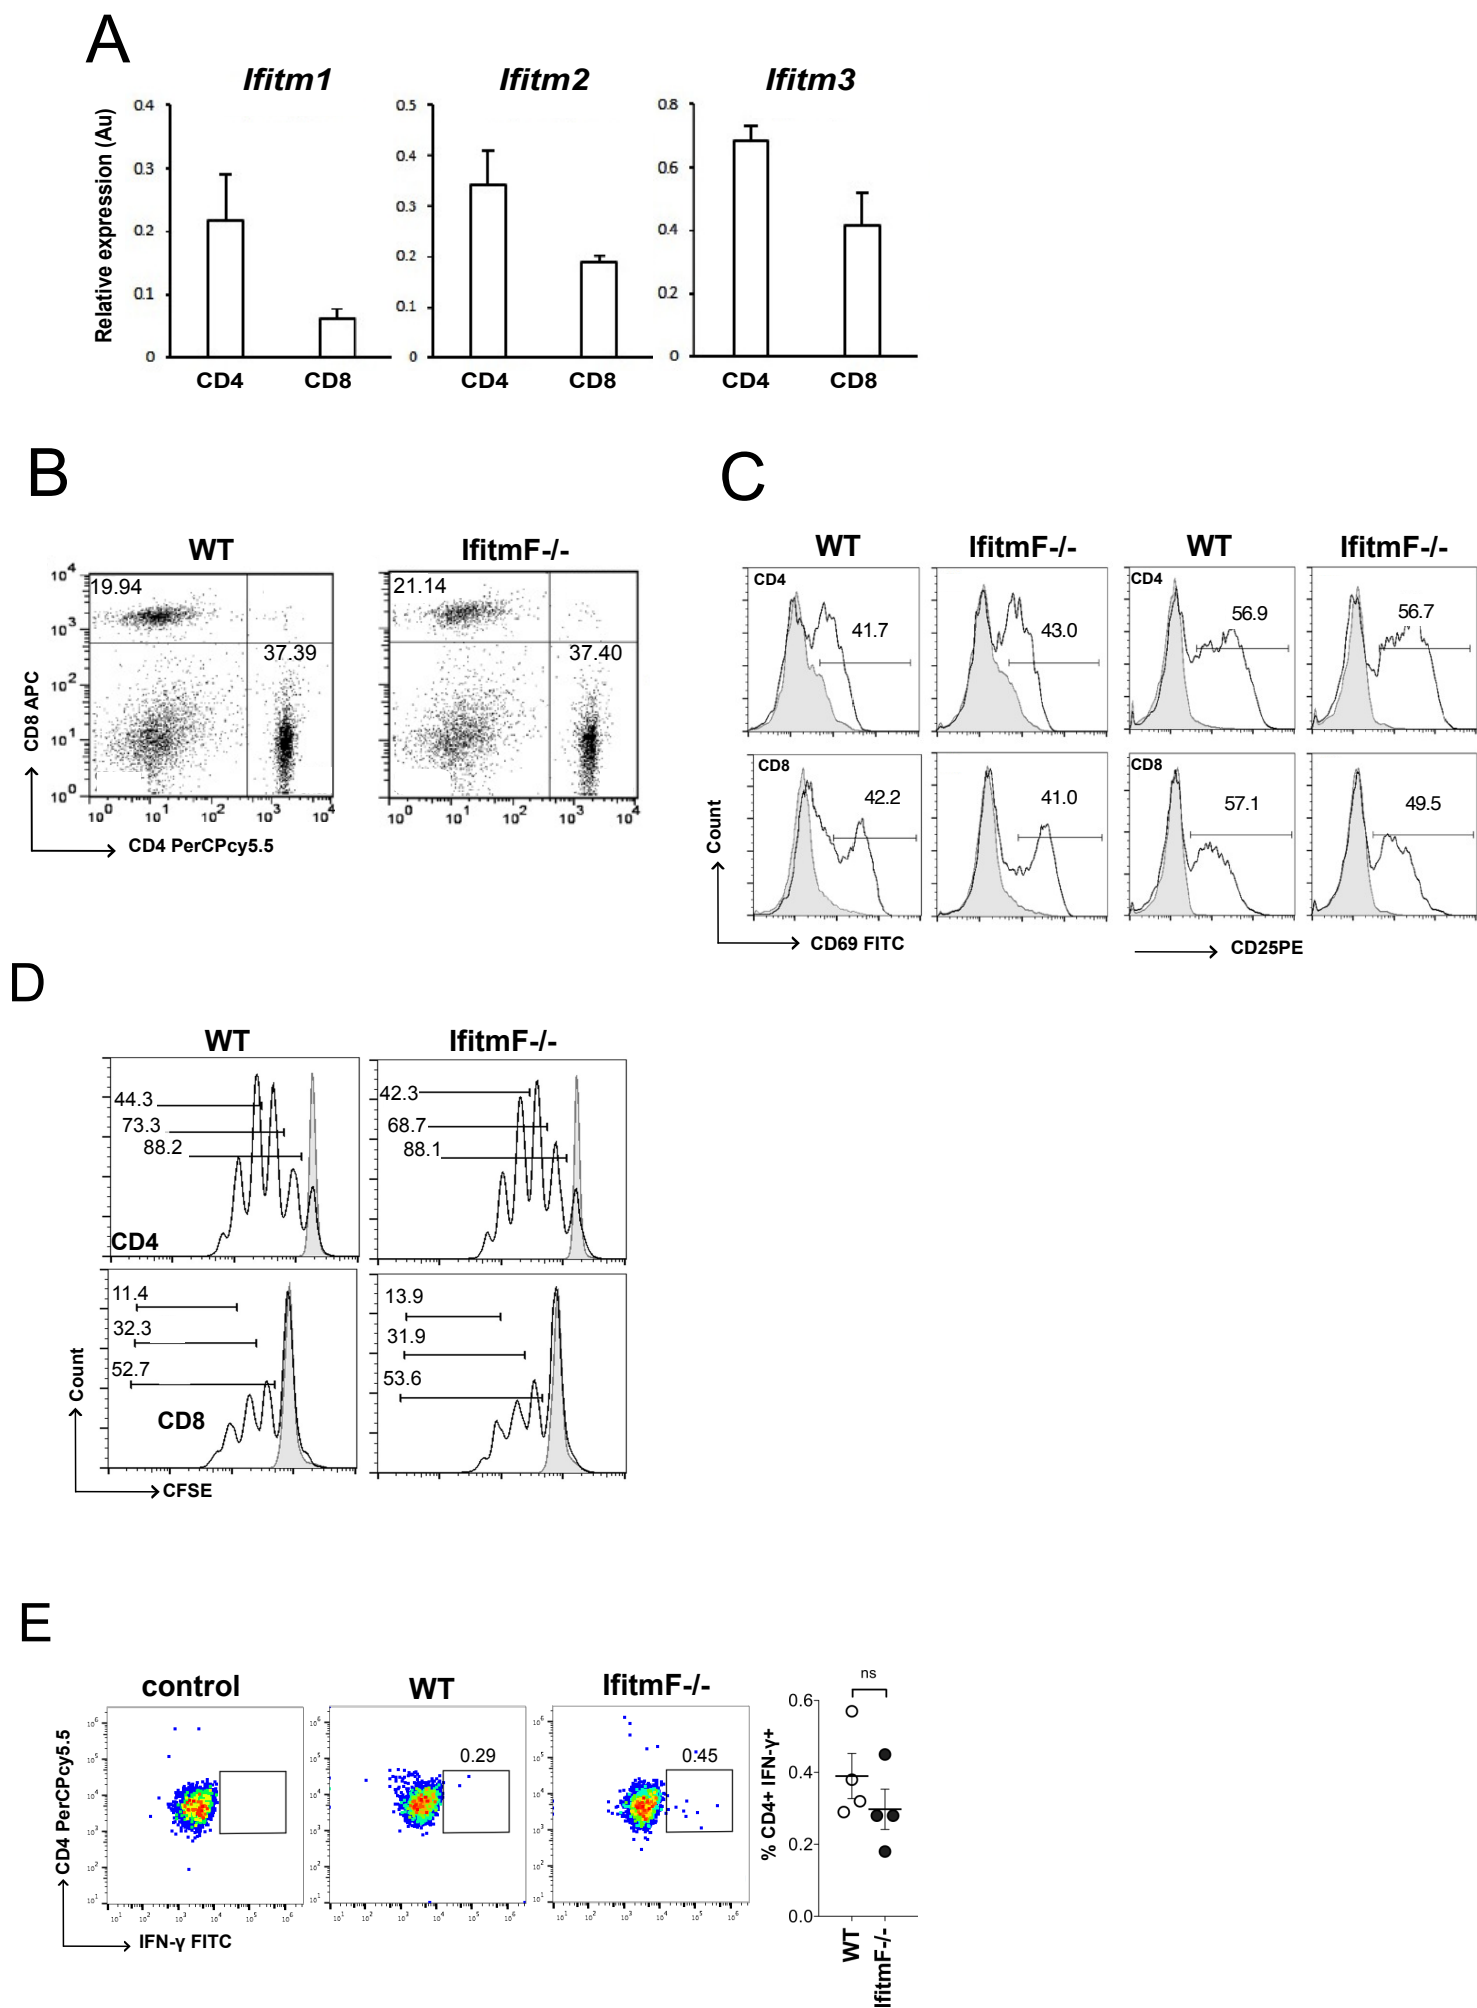

### Supplementary Figure 1. *Ifitm* family in peripheral T cells

(A) (Q)RT-PCR showing mean expression of *Ifitm1-3* genes in three independent experiments of FACS sorted CD4 and CD8 T-cells from spleen, relative to *Hprt*. Units are arbitrary (Au). Error bars show SEM. (B) Dot plot: representative staining of CD4 and CD8 in *IfitmF*<sup>-/-</sup> (n=5) and WT (n=5) littermate lymph node, giving the percentage of each population. (C) Splenocytes from *IfitmF*<sup>-/-</sup> and WT mice were activated with anti-CD3 and anti-CD28 in vitro, and expression of CD69 and CD25 determined by flow cytometry. Histograms show expression of CD69 at 4h and CD25 at 40h after activation in a representative experiment. No significant differences between WT (n=5) and *IfitmF*<sup>-/-</sup> (n=5) in mean percentage of CD69 or CD25 expression on CD4 or CD8 T-cells. (D) Histograms show CFSE labelling in CD4 and CD8 splenocytes treated with anti-CD3/CD28 for 72h, in a representative experiment of 5 independent experiments. Markers indicate the proportion of cells that have completed one, two or three cell divisions. (E) Dot plots show CD4 against intracellular IFN $\gamma$  staining on purified naïve CD4 cells from WT and *IfitmF*<sup>-/-</sup> that were cultured for 3 days in Th0 conditions. The percentage of cells in the region is given. Control plot shows the negative control for the cytokine staining (where the anti-IFN $\gamma$  antibody was omitted from the staining). Graph shows mean  $\pm$  SEM percentage of cells that stained positive for CD4 and IFN- $\gamma$ .

Supplementary Figure 2

A

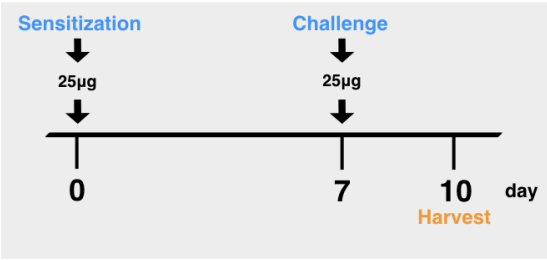

B

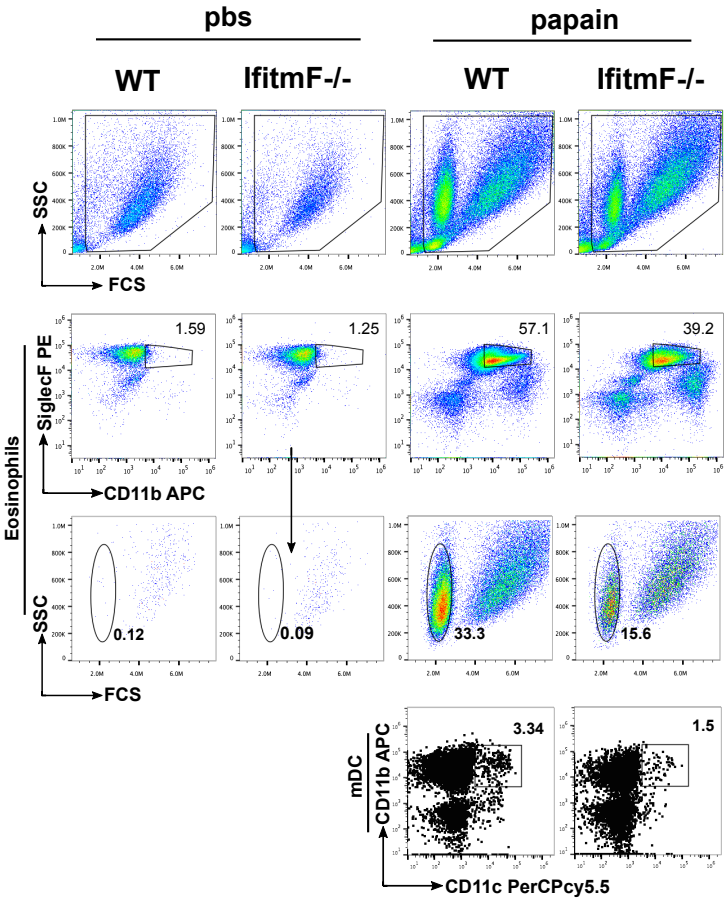

C

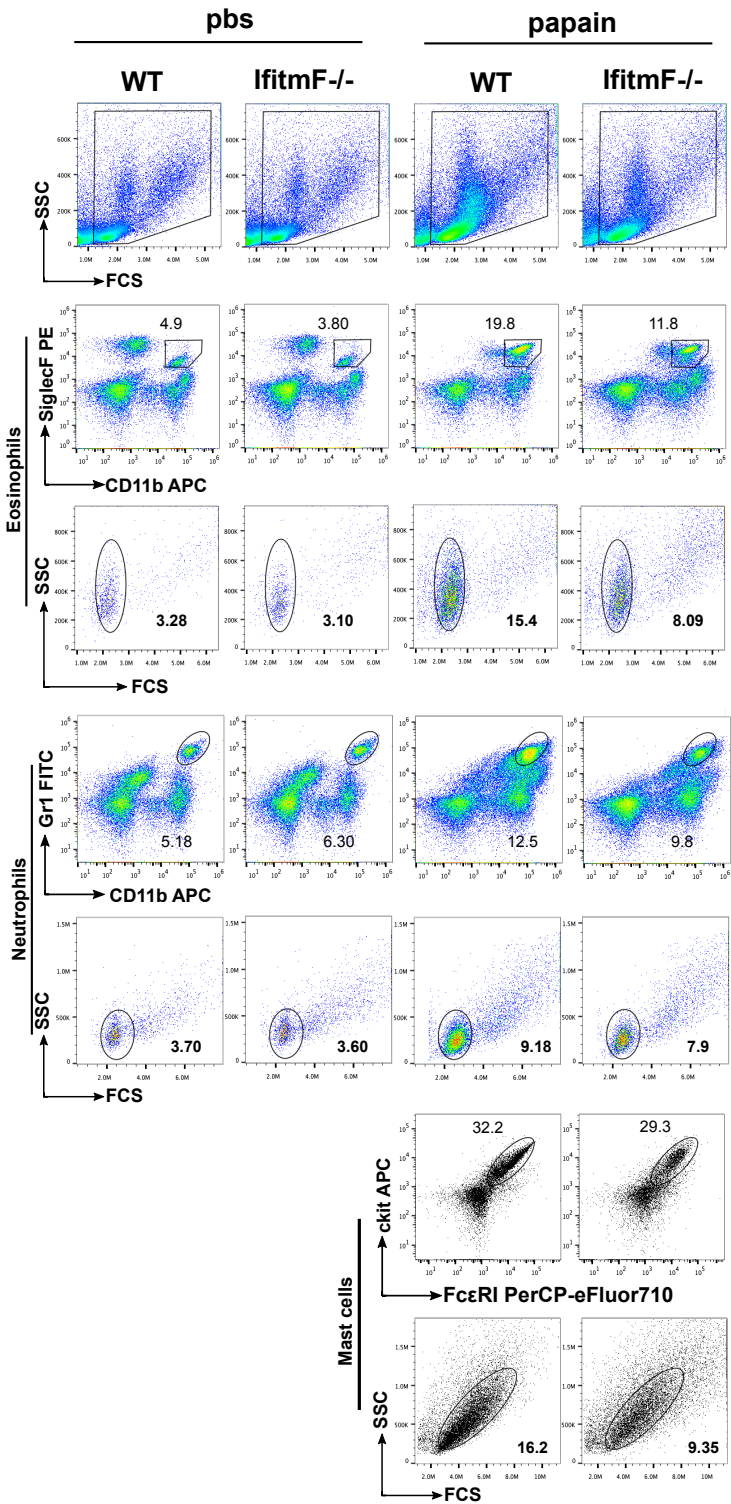

## Supplementary Figure 2. Cellular infiltration after papain sensitization

(A) Graph shows the experimental protocol to induce allergic asthma. WT and *IfitmF*<sup>-/-</sup> mice were given intranasal application of either PBS or papain in PBS (25µg/ml) on indicated days. These mice were then analyzed 3 days after the final intranasal application. (B-C) Flow cytometry strategy used to analyse cellular infiltration. (B) Plots show FSC and SSC, and expression of leukocyte markers to gate on leucocyte populations of eosinophils (CD11b<sup>+</sup>SiglecF<sup>+</sup>FSC<sup>low</sup>SSC<sup>int</sup>) and mDC (Gr1<sup>-</sup>CD317<sup>-</sup>CD11b<sup>+</sup>CD11c<sup>+</sup>) in BAL. Numbers on flow cytometry plots refer to percentage of populations, and bold numbers indicate the percentage of live gate. (C) Plots show FSC and SSC, and expression of leukocyte markers to gate on leucocyte populations of eosinophils (CD11b<sup>+</sup>SiglecF<sup>+</sup>FSC<sup>low</sup>SSC<sup>int</sup>); (CD11b<sup>hi</sup>CD11c<sup>-</sup>Ly6g<sup>+</sup>FSC<sup>low</sup>SSC<sup>low</sup>) and mast cells (ckit<sup>+</sup>FcεRI<sup>+</sup>FSC<sup>int</sup>SSC<sup>int</sup>) in lungs. Numbers on flow cytometry plots refer to percentage of populations, and bold numbers indicate the percentage of live gate

How the deposited data were processed for this re-analysis (not part of the article)

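RNA sequencing of CD4+ T cells from WT spleen gave 24 libraries: 2 of resting cells, 18 of Th0, Th1 and Th2 cultures at 6 time points from 4 to 24 h, and 4 of cells kept with actinomycin for 0 to 4 h. The deposited table holds RPKM values made by the authors, with 22010 entries, 1 of them without a gene name and with a sum of 0. Of the named entries, 4073 were at 0 in every library.

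The depth was recovered from the values. Of 16823 genes with at least 3 values above 0, 7619 (45.3%) had all values above 0 within 0.02 of whole multiples of 1 step, with a narrower limit for genes of few steps, and 1371 of 2332 such genes with a single transcript (58.8%) gave the same number of mapped reads within 0.1%. Reads per gene were taken as the value divided by the step. Intervals of single values are exact Poisson 95% intervals, ratios between libraries have conditional binomial 95% intervals, and a count of 0 is given the limit of 3 reads. They cover counting error only.

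Changes were tested with limma 3.58.1 in R 4.3.3 on log2(RPKM + 0.5), with an intensity trend and Benjamini-Hochberg adjustment, for genes with a mean of at least 1 RPKM. The threshold was an adjusted p under 0.05 and a change of at least 2-fold, as the paper states for its microarrays. Time points were compared with resting cells over the 20 libraries of the time course, and conditions over the 18 cultures with the time point as a factor. The test was tried on simulated data: of 200 genes given a log2 change of 2, 195 were found at 4 h and 200 between Th2 and Th0, with 4 and 1 unchanged genes past the threshold. The simulated noise was independent between libraries, without the series of cultures and the preparations of the real data. Smaller changes were not simulated.

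Lists of genes written before the data were examined (the interferon response, Th1 and Th2 markers, IL-4 and STAT6 targets, genes of T cell activation and quiescence, and cell types of the spleen) were summarised by their median log2 difference and its percentile among 10000 random lists matched on mean expression in 20 bins. Slopes after actinomycin are least-squares slopes of log2(RPKM + 0.1) on hours, with an exact permutation of the 4 time points. For slopes scaled to the slowest-decaying genes, the median slope of the 10% of genes with the highest slopes was subtracted. They were picked from the same 4 libraries, among genes with a mean of at least 5 RPKM. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used. The genes named are the Ifitm genes, those the paper names, members of the lists, and for each comparison the 3 with the largest rise and the 3 with the largest fall.

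The alternatives, set before the data were examined, were pseudocounts of 0.1 and 1, no filter or a mean of at least 5 RPKM, median-of-ratios, upper-quartile and quantile scaling, no intensity trend, only the libraries compared, leaving out each resting library, culture or time point, and only 12 to 24 h for the conditions. Leaving out the haemoglobin genes was added after seeing the data. The microarrays and the 30-h time course of Fig. 2A were left out, since their samples are not in the deposited table.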

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

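The tests of scaling, of the other B cell genes, of exposure to actinomycin and of transcripts of red blood cells were chosen after the results were seen, and those of Fcer2a, Cxcl9 and Ly6c1 were changed after a first form of them had been seen.

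Cxcl9 and Ly6c1 moved in opposite directions from rest in Th1 and Th2, in every library. Cxcl9 had a mean of 5.11 RPKM over the 6 Th1 libraries and 0.308 RPKM over the 6 Th2 libraries, against 1.43 RPKM at rest. Ly6c1 had 195.8 RPKM in Th1, 154.2 RPKM in Th0 and 27.3 RPKM in Th2, against 80.5 RPKM at rest. The opposite change from rest was not tested itself; the log2 difference between Th2 and Th1 was -2.67 for Cxcl9 (adjusted p = 2.24e-08, limma) and -2.97 for Ly6c1 (adjusted p = 1.92e-08, limma). Both genes kept these directions in Th1 and Th2 under 3 of 3 scalings between libraries, which argues against scaling. A first form of this test took these genes and Fcer2a in all 3 cultures together, where 1 of 3 scalings kept all directions; the rise of Ly6c1 in Th0 was lost under quantile normalization. The skewing conditions, which differ in IL-12, IL-4 and anti-IFN-γ, stay open as an untested biological explanation.

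Fcer2a, a gene of B cells, fell in all Th1 libraries (mean 2.38 RPKM) and rose in all Th0 (6.28 RPKM) and Th2 libraries (12.5 RPKM), against 3.18 RPKM at rest; this opposite change was not tested itself. It kept its directions in Th1 and Th2 under 1 of 3 scalings, the fall in Th1 being lost under median-of-ratios and quantile scaling. The log2 difference of Fcer2a between Th2 and Th1 was 2.14 (adjusted p = 1.71e-08, limma). More B cells left in Th2 would raise the other B cell genes alike, but the median difference of the 14 others was 0.18 and the largest 1.11. The first form of this test compared the median with 0.1 and left the question open. An effect of the added IL-4 on the cells that express the gene was not tested.

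The paper does not report on the actinomycin libraries. Ifitm1 had at least 13.9 RPKM in each of these 4 libraries, against at most 8.22 RPKM in the 20 libraries of the time course. It had 17.4 RPKM in the 0 h library, before any exposure, so actinomycin is not needed for the difference. After median-of-ratios scaling of all 24 libraries, the lowest actinomycin library had 15.1 against at most 8.14 in the time course, which argues against scaling. Neither its skewing condition nor its culture or library batch is given, so a batch and a biological difference were not separated.

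Haemoglobin transcripts, which the paper does not discuss, took 6.55% of the summed RPKM of the resting libraries on average. At 4 h the share was 5.83% in Th0, 4.99% in Th1 and 7.36% in Th2, the last above both resting libraries, and at 24 h it was at most 0.033%. Another transcript of red blood cells, Slc4a1, had 451.1 RPKM at rest and 0.554 RPKM at 24 h, and Alas2 went from 281.3 to 1.13 RPKM. Left-over RNA of red blood cells or their precursors may therefore be the source. No biological explanation was tested.

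Transcripts of macrophages, which the paper does not discuss either, were abundant at rest. Csf1r had 63.8 RPKM at rest and 1.86 RPKM at 24 h, and C1qa had 108.5 RPKM at rest and 0.229 RPKM at 24 h. The median log2 change of the list of 20 monocyte and macrophage genes at 4 h was -1.81, with 19 of 20 lower. Cells of this type left among the purified cells may explain these transcripts; how far they also carried Ifitm3 is weighed under the other observations.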

How the results depend on the processing

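The alternatives were set before the data were examined, except for leaving out the haemoglobin genes, which was chosen after seeing the data. Over the results and their 408 alternatives, 373 were counted as unchanged. For tested changes this meant the same direction and side of the threshold. Numbers of genes and the spread at rest had to stay within 1.5 times, and orders of the conditions had to stay the same. Other values had to keep their sign and move by less than their spread.

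The number of genes changed at 4 h was 646 with a mean of at least 5 RPKM, against 1152; fewer genes, 8478, were tested. With one library or culture left out it was between 961 and 1282. The numbers at 24 h (2393 to 3888) and between Th2 and Th0 (171 to 265), Th2 and Th1 (153 to 254) and Th1 and Th0 (36 to 62) stayed within 1.5 times. The share of risen genes among the changed ones depends on the scaling and the filter. At 4 h it was 24.7% as deposited, 30.6% with median-of-ratios scaling, 28.7% with upper-quartile scaling and 42.9% under quantile normalization. At 24 h it was 42.3%, 51.5%, 46.3% and 53.4%, and with a mean of at least 5 RPKM, as deposited, 52.1% (36.7% with no filter). Falls therefore no longer outnumbered rises at 24 h with median-of-ratios scaling, quantile normalization or the higher filter. At 4 h the share was 34.2% with a mean of at least 5 RPKM and 19.1% with no filter. The median log2 change of all genes at 24 h was -0.04 as deposited and 0.13 under quantile normalization.

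The fall of Ifitm2 at 4 h was under the threshold at -1.0 with median-of-ratios scaling, and with one library or culture left out it was between -1.15 and -0.95, under the threshold without resting replicate 1, without resting replicate 2, without Th0 and without Th1. A lone resting library is assumed to vary like the other groups. The fall of Ifitm3 at 4 h, -1.53 and not past the threshold, passed it with only the 2 time points compared (adjusted p = 0.00112, limma; range 0.00112 to 0.347) and without Th2; with one library or culture left out it was between -1.70 and -1.35. Its value with the haemoglobin genes left out was -1.54. The fit over all time points counts differences between conditions at later time points as spread, which the fit of only the 2 time points leaves out. The difference of Ifitm3 between Th2 and Th0 passed the threshold without the 4 h time point, at -1.07, and was between -1.07 and -0.56 with one time point left out. The difference of Ifitm3 between Th2 and Th1 was past the threshold in all 16 alternatives, between -1.84 and -1.34. The change of Ifitm1 at 24 h reversed to 0.054 under quantile normalization. The cause of each of these changes was not tested. Ifitm2 at 24 h stayed positive and under the threshold in 15 alternatives, between 0.44 and 0.70.

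For Ifitm6 at 4 h, the value of -2.38 moved to -4.13 with a pseudocount of 0.1 and to -1.68 with 1, as values near 0 do, and to -1.86 under quantile normalization; a mean of at least 5 RPKM and the fit without a trend give it no value. Of the 18 orders of the 3 conditions for Ifitm1, Ifitm2 and Ifitm3, 1 changed under median-of-ratios scaling and 3 under quantile normalization; the cause was not tested. The median of the interferon-response list between Th2 and Th0 was -1.61 and -1.45 with pseudocounts of 0.1 and 1 and -1.49 under median-of-ratios scaling. Between Th2 and Th1 it was -1.41 and -1.24 with these pseudocounts and -1.38 without genes under the filter.

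Among single genes and lists, the list of CD8 T cell genes at 4 h reversed to -0.031 without resting replicate 1 and was 0.136 without resting replicate 2. The list of neutrophil genes moved from -0.03 to -0.31 with a pseudocount of 0.1 and to -0.17 without resting replicate 1 (-0.075 without resting replicate 2), that of dendritic cells from -0.45 to -0.63 with a pseudocount of 0.1 and that of memory CD4 T cells from -1.04 to -0.84 with a pseudocount of 1. The slope of Ifitm1 after actinomycin reversed to -0.017 without the 1 h library (0.174 without the 4 h library) and to -0.19 when scaled to the slowest-decaying genes, and that of Ifitm2 to 0.13 without the 4 h library (-0.11 without the 0 h library), and it was -0.26 when scaled to the slowest-decaying genes. That of Ifitm3 was -0.072, between -0.078 and -0.041 with one library left out, and -0.28 when scaled to the slowest-decaying genes; the cause was not tested, and 1 library per time point limits these slopes. Depth limits Ifitm5 and Ifitm6, with at most 4 reads and 2 steps in any culture.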

Differences from the paper's values

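The paper's values were read by eye from Fig. 1A, with its key for the symbols. For Ifitm2 in Th0 at 16 h, the paper's value is about 7.3 RPKM in Fig. 1A and the deposited value is 13.9 RPKM. At 16 h in Th2, Ifitm2 is at about 14 RPKM in the paper's Fig. 1A and at 7.31 RPKM in the deposited values. For Ifitm3 in Th0 at 8 h, the paper's value is about 2.6 RPKM in Fig. 1A and the deposited value is 8.09 RPKM. At 12 h in Th0, Ifitm3 is at about 2.5 RPKM in the paper's Fig. 1A and at 4.52 RPKM in the deposited values. For Ifitm3 in Th0 at 20 h, the paper's value is about 0.85 RPKM in Fig. 1A and the deposited value is 5.7 RPKM. At 24 h in Th0, Ifitm3 is at about 1.7 RPKM in the paper's Fig. 1A and at 2.86 RPKM in the deposited values. For Ifitm3 in Th2 at 8 h, the paper's value is about 8.1 RPKM in Fig. 1A and the deposited value is 2.65 RPKM. At 12 h in Th2, Ifitm3 is at about 4.5 RPKM in the paper's Fig. 1A and at 2.53 RPKM in the deposited values. For Ifitm3 in Th2 at 20 h, the paper's value is about 5.8 RPKM in Fig. 1A and the deposited value is 0.861 RPKM. At 24 h in Th2, Ifitm3 is at about 2.8 RPKM in the paper's Fig. 1A and at 1.67 RPKM in the deposited values. Under median-of-ratios, upper-quartile and quantile scaling, which were set before the data were examined, all of these differed as well, except Ifitm3 in Th2 at 24 h under quantile normalization. Of the 24 symbols for Th0 and Th2 in these panels, 14 lie within 1.5 times the deposited value of the same condition, and 24 within 1.1 times that of the other condition. The symbols for Th1 and for 0 h lie within 1.5 times.

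The paper ranks Ifitm1, Ifitm2 and Ifitm3 as lower in Th2 than in Th0 and Th1 from 4 h on. In the deposited values, Th2 was lowest at 4 of 6 time points for Ifitm1, 4 for Ifitm2 and 5 for Ifitm3; at 4 h it was lowest for none of them. The paper states that Ifitm2 rose above its resting level; all 3 cultures at 24 h lay above both resting libraries, while the log2 change of 0.56 had an adjusted p of 0.16 (limma). With only the 2 time points compared, its adjusted p was 0.0147 (limma; range over the alternatives 0.0147 to 0.303), for a change under 2-fold. The paper states that Ifitm5 was below detection, and it had up to 4 reads in a library.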

Other observations

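The tests of scaling for Ifitm3 between Th2 and Th1, of the haemoglobin genes, of exchanged columns and symbols, and of the interferon response in Th1 and at 4 h were chosen after the results were seen; the others were written before, but the reading of the monocyte and decay tests was settled afterwards.

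The labels of the 2 conditions compared were exchanged at every possible set of time points. For Th2 against Th0, Th2 against Th1 and Th1 against Th0, 1, 1 and 1 of 32 assignments had at least as many genes past the threshold, each time the real one, which argues against chance as the source of these numbers. The values compare single series of cultures. Th2 was the lowest condition at all 6 time points for 842 of 10737 genes (7.842%), Th0 for 141 (1.313%) and Th1 for 139 (1.295%). Independent time points would give 0.137% of genes by chance. The time points of a condition come from 1 series of cultures, and all 3 conditions exceeded this value, so it cannot serve as the level of chance here.

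Scaling may explain part of the order of the conditions: 3 of 18 orders for Ifitm1, Ifitm2 and Ifitm3 changed under quantile normalization. For Ifitm3 between Th2 and Th1 it does not, since the smallest log2 difference among the 3 scalings was -1.42, still past the threshold.

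For Ifitm2 and Ifitm3, the order of Th0 and Th2 in Fig. 1A is the reverse of the deposited values. The Th0 and Th2 symbols of the other genes were not read. If the columns had been exchanged in the deposited table, genes induced through IL-4 and STAT6 would be lower in its Th2 libraries than in its Th0 libraries, but their median log2 difference was 0.28 (percentile 99.9 of random lists), with 3 of 10 lower. Gata3 was higher in Th2 than in Th0 by 0.66 (adjusted p = 0.0036, limma). This argues against exchanged columns. An exchange of the symbols in the figure fits: 24 of 24 symbols for Th0 and Th2 lie within 1.1 times the deposited value of the other condition, against 4 of 24 for the same condition.

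Ifitm3 and Ifitm6 fell from rest to 4 h. The list of 20 monocyte and macrophage genes fell by 1.81 (log2), but its 5 most abundant genes at rest, several of which T cells may also express, had a median of -1.20, less than the -1.53 of Ifitm3 and the -2.38 of Ifitm6 (-4.13 and -1.68 with pseudocounts of 0.1 and 1). Single genes of the list differed. Csf1r (-3.45), Adgre1 (-3.69), Clec4a3 (-3.11) and Lst1 (-2.47) were among those that fell more than the printed -1.53 and -2.38. Cd14 (-2.19), Cd68 (-2.15) and Fcgr3 (-2.15) fell less than the -2.38 of Ifitm6. Itgam (-1.47), Lyz2 (-1.26) and Spi1 (-1.13) also fell less than Ifitm3, and Ms4a6c rose (1.04). How far each gene is restricted to macrophages was not ranked. The rule written before did not say how many genes to take, and the whole list meets it for Ifitm3. Loss of such cells therefore cannot be told apart from a change in the T cells for Ifitm3 and Ifitm6. The 13 neutrophil genes changed by -0.03 (-0.31 with a pseudocount of 0.1), less than Ifitm3. The 15 B cell genes changed by -0.67, less than Ifitm3, which argues against loss of B cells. The other lists at 4 h had medians of -0.45 for dendritic cells, 0.01 for CD8 T cells, -0.63 for NK cells, 1.01 for regulatory T cells, -1.04 for memory CD4 T cells, -0.11 for red blood cells and platelets and -0.47 for T cells. Genes of T cell activation had a median of 1.98 and those of quiescence -0.07.

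For Ifitm3 to reach its 4 h level in Th0 by decay alone, its half-life would have to be 2.22 h. In Th1 and Th2 it would have to be 2.70 and 2.76 h. The half-life after actinomycin was 13.9 h as deposited (slope -0.072 per h, exact permutation p = 0.0417, two-sided, the smallest that 24 orders allow, n = 4) and 24.5 h without the 4 h library. Relative to the slowest-decaying genes it was 3.52 h (slope -0.28 per h). These genes were picked by their slopes in the same 4 libraries and had a median slope of 0.21 per h. A list of 17 long-lived mRNAs had a median slope of 0.04 per h, so the half-life of 3.52 h may be too short. All of these half-lives of Ifitm3 are longer than needed. They come from cells stimulated for 16 h and not from resting cells, so decay cannot be told apart from faster loss. The rule written before, read literally, would speak against decay; the question was left open after the values were seen. Between rest and 4 h, the interferon-response list rose by 0.74 in Th0 and 0.70 in Th1 and changed by -0.04 in Th2, but its members went both ways. The 22 IFN-γ targets rose by 2.77 in Th0, 2.63 in Th1 and 1.01 in Th2 (4 of 22 lower in Th2), which argues against a fall of the response to IFN-γ as the cause of the fall of Ifitm3. The 18 type I targets changed by -0.21 in Th0 and -0.39 in Th1 (percentiles 15.56 and 4.33 of random lists), with 12 and 11 of 18 lower, so a fall of the response to type I interferon stays open; in Th2 they changed by -0.74 (percentile 0.04). The test of the whole list first took the smallest of the 3 cultures, which met its rule for a fall, and was then restricted to Th0 and Th1.

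Ifitm2 rose between 4 and 24 h, while the interferon-response list fell by 1.5 in Th0, 1.84 in Th1 and 2.33 in Th2. This argues against a growing interferon response as the source of the late rise. The list was not compared between rest and 24 h, so a response that persisted in the cultures is not excluded. With the haemoglobin genes left out, Ifitm2 at 24 h was above both resting libraries in all 3 cultures, with a log2 change of 0.46, so their share does not account for it.

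Ifitm2 and Ifitm3 were higher in Th1 than in Th0 at 5 of 6 time points, while the interferon-response list had a median difference of -0.25 between Th1 and Th0, with 44 of 56 genes lower in Th1. A stronger interferon response in Th1 is therefore not shown by this list. The Th1 markers were higher in Th1 than in Th0 by 0.39 and the Th2 markers by 0.14; Ifng differed by 3.15 (adjusted p = 8.68e-06, limma). The IL-4 and STAT6 list differed by -0.16. Between Th2 and Th1, the Th1 markers differed by -1.02, the Th2 markers by 0.07 and the IL-4 and STAT6 list by 0.78.

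Hspa1a had 219.4 RPKM and Hspa1b 325.7 RPKM at rest, against 0.818 and 1.44 RPKM at 24 h. No explanation of these values was tested.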
